# Senolytic treatment rescues blunted muscle hypertrophy in old mice

**DOI:** 10.1007/s11357-022-00542-2

**Published:** 2022-03-24

**Authors:** Cory M. Dungan, Vandre C. Figueiredo, Yuan Wen, Georgia L. VonLehmden, Christopher J. Zdunek, Nicholas T. Thomas, C. Brooks Mobley, Kevin A. Murach, Camille R. Brightwell, Douglas E. Long, Christopher S. Fry, Philip A. Kern, John J. McCarthy, Charlotte A. Peterson

**Keywords:** Senescence, Senolytics, Skeletal muscle, Hypertrophy, Anabolic resistance

## Abstract

With aging, skeletal muscle plasticity is attenuated in response to exercise. Here, we report that senescent cells, identified using senescence-associated β-galactosidase (SA β-Gal) activity and p21 immunohistochemistry, are very infrequent in resting muscle, but emerge approximately 2 weeks after a bout of resistance exercise in humans. We hypothesized that these cells contribute to blunted hypertrophic potential in old age. Using synergist ablation-induced mechanical overload (MOV) of the plantaris muscle to model resistance training in adult (5–6-month) and old (23–24-month) male C57BL/6 J mice, we found increased senescent cells in both age groups during hypertrophy. Consistent with the human data, there were negligible senescent cells in plantaris muscle from adult and old sham controls, but old mice had significantly more senescent cells 7 and 14 days following MOV relative to young. Old mice had blunted whole-muscle hypertrophy when compared to adult mice, along with smaller muscle fibers, specifically glycolytic type 2x + 2b fibers. To ablate senescent cells using a hit-and-run approach, old mice were treated with vehicle or a senolytic cocktail consisting of 5 mg/kg dasatinib and 50 mg/kg quercetin (D + Q) on days 7 and 10 during 14 days of MOV; control mice underwent sham surgery with or without senolytic treatment. Old mice given D + Q had larger muscles and muscle fibers after 14 days of MOV, fewer senescent cells when compared to vehicle-treated old mice, and changes in the expression of genes (i.e., *Igf1*, *Ddit4*, *Mmp14*) that are associated with hypertrophic growth. Our data collectively show that senescent cells emerge in human and mouse skeletal muscle following a hypertrophic stimulus and that D + Q improves muscle growth in old mice.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-022-00542-2.

## Introduction

Aging is accompanied by a host of physical and metabolic decrements that includes sarcopenia, which is the gradual loss of muscle mass and strength [1, 2]. To slow muscle mass loss, resistance exercise is often employed; however, gains in muscle mass are blunted following resistance exercise of aged individuals when compared to younger adults, a phenomenon known as anabolic resistance [3]. Various mechanisms, such as dysregulated growth signaling [4, 5], altered protein anabolism and catabolism [6], defective autophagy [7], and reduced mitochondrial function [8], have been shown to contribute to anabolic resistance; however, our recent work suggests that an accumulation of senescent cells during muscle remodeling could be a contributing factor [9]. Senescent cells secrete a host of biomolecules including pro-inflammatory cytokines, growth factors, and proteases known as the senescent-associated secretory phenotype (SASP) [10, 11]. The SASP can blunt mTORC1-mediated growth signaling [12], elevate protein catabolism [13], and dysregulate cytoskeletal remodeling [14], which may result in blunted muscle growth and contribute to anabolic resistance in aged muscle.

Various ergogenic aids, such as metformin [15] and testosterone [16], have been utilized to help facilitate exercise adaptation in aged individuals. Unfortunately, these interventions either do not enhance muscle growth [15] or have health risks that outweigh any benefits to gains in muscle mass [17]. Senolytics are an emerging class of pharmaceuticals that preferentially kill senescent cells by inducing apoptosis through the inhibition of anti-apoptotic machinery [18–20]. Specifically, the senolytic cocktail of dasatinib and quercetin (D + Q) has been used to extend lifespan [21], improve physical function and healthspan [9, 21], and augment skeletal muscle repair [22]. Recently, we showed that D + Q was sufficient to reduce senescent cell burden and enhance muscle regeneration following injury in old mice [9]. Furthermore, D + Q treatment led to reduced inflammatory and SASP gene expression and upregulation of genes required for glycolysis and muscle contraction 7 days following muscle injury [9]. Our data, combined with others showing beneficial effects of senolytics on skeletal muscle repair [22], strongly suggest that senolytics can improve the hypertrophic response to resistance exercise with aging.

Our laboratory [9, 23] and others [24, 25] report little-to-no senescent cells in resting muscle from old mice, humans, and non-human primates, along with no difference in senescence marker gene expression [26] or effect of senolytics on resting muscle mass and size [9, 27]; however, senescent cells do accumulate in muscle following injury [28–31] and there appear to be sex-specific effects of systemic senescent cell ablation on sarcopenia [32]. The goals of this study were therefore to (1) quantify the senescent cell burden in skeletal muscle from young and old mice in response to a hypertrophic stimulus and (2) determine if treating old mice with D + Q would augment gains in muscle mass following mechanical overload (MOV) associated with reduced senescent cell burden. We hypothesized that senescent cells would appear in muscle in response to exercise, and that D + Q treatment would have a beneficial effect on hypertrophy in aged muscle.

## Methods

### Human subjects

Muscle biopsies and associated phenotyping data from a total of 18 de-identified men (*n* = 10) and women (*n* = 8) from the University of Kentucky are presented and summarized in Supplemental Table 1. The subjects were generally healthy, non-diabetic, and both lean and obese, and had no chronic medical conditions and were not taking any medications that would interfere with muscle function. Subjects had a pre-exercise biopsy taken, performed a session of whole-body resistance exercise to exhaustion, and then had muscle biopsies taken approximately 14 days later. The exercise bout consisted of three lower body (squat, leg press, and leg extension) movements and one upper body (lat pulldown) movement at approximately 70–80% of one repetition max (1RM). Three sets of eight repetitions were completed as well as a fourth set to failure with 90–120 s of rest given between each set. Vastus lateralis muscle biopsies were obtained as described previously [15, 33] and samples for immunohistochemical analysis were mounted in tragacanth gum mixed with OCT and quickly frozen in liquid nitrogen–cooled isopentane and stored at − 80 °C until sectioning. All protocols were approved by the Institutional Review Board of the University of Kentucky, Lexington, KY, USA, and performed in accordance with the standards set forth by the Declaration of Helsinki.

### Animals

Adult (5–6-month) and old (23–24-month) male C57BL/6 J mice were purchased from the Jackson Laboratory (Bar Harbor, ME) and the NIA (National Institute on Aging, Bethesda, MD), respectively. All animals were housed in Division of Laboratory Animal Resources at University of Kentucky until they reached the expected age before experiments started. They were housed in a temperature- and humidity-controlled room and maintained on a 14:10-h light:dark cycle with food and water ad libitum. Mice were euthanized by IP injection of pentobarbital sodium followed by cervical dislocation. All experimental procedures performed in this study were approved by the University of Kentucky Institutional Animal Care and Use Committee.

### Synergist ablation surgery (mechanical overload)

Animals were subjected to bilateral synergist ablation surgery to induce hypertrophy of the plantaris muscle as previously described [34, 35]. Briefly, following anesthetization with 5% isoflurane, 1/4–1/3 of the soleus and the gastrocnemius muscles were surgically excised via an incision on the dorsal aspect of the hind limb. Particular attention was made to ensure neural and vascular supply to the plantaris muscle remained intact and undamaged. Sham surgeries were performed as controls, in which the skin was opened without removal of the gastrocnemius and soleus muscles. Plantaris muscle was collected at 7 and 14 days after the surgery. Control plantaris muscles (sham operated) were collected from mice on every collection day.

### Senolytic administration

Mice were administered a senolytic cocktail containing 5 mg/kg dasatinib (D-3307, LC Labs, Woburn, MA) and 50 mg/kg quercetin (Q4951, Sigma-Aldrich, St. Louis, MO) in a similar manner as described by Xu et al. [21] and consistent with a previous study by our laboratory [9]. Briefly, 7.5 mg of dasatinib and 75 mg of quercetin were dissolved in 5 mL of 10% polyethylene glycol 400 (PEG 400; 202398, Sigma-Aldrich). We chose this volume of PEG 400 because it allowed us to gavage a 30–45 g mouse with 100–150 μL of senolytic, which is much less than the approximate stomach volume of 400 μL in adult mice [36]. Senolytics or vehicle (10% PEG) was administered on day 7 and day 10 of the 14-day mechanical overload protocol (Fig. 5a) using 20-gauge disposable polypropylene feeding tubes (FTP-20–30, Instech, Plymouth Meeting, PA). We chose a hit-and-run approach based on the work from the Kirkland laboratory and these time points because we previously showed that SA β-Gal + cells appear as early as 7 days in a muscle injury model [9]. Furthermore, MOV places a constant stress on the muscle such that senescent cells would continue to appear after the initial D + Q gavage and it is unlikely that D + Q kills all of the senescent cells after a single treatment.

### Senescence-associated β-galactosidase (SA β-Gal) staining

The SA β-Gal staining protocol used was adapted from a previously published protocol by our laboratory [23]. Briefly, freshly cut 8 μm muscle sections were fixed in 0.5% glutaraldehyde for 5 min at room temperature and washed in PBS. After washing, sections were incubated in freshly made staining solution that contained the following: 1 mg/mL X-gal in DMF, 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 5 M sodium chloride, 1 M magnesium chloride, and 0.2 M citric acid/Na phosphate buffer pH 6.0 ± 0.05. Muscle sections were incubated in staining solution for 72 h at 37 °C in a dark hybridization oven, with fresh solution added every 24 h. Afterwards, sections were washed in PBS for up to 24 h to remove salt crystals (this does not affect staining) and then cover slipped using a 1:1 ratio of PBS and glycerol.

### Immunohistochemistry (IHC)

IHC analyses to measure fiber type distribution, mean muscle fiber cross-sectional area (CSA), and fiber type-specific CSA were performed as previously described by our laboratory [37, 38]. To summarize, 8 μm muscle sections were incubated overnight in a cocktail of concentrated myosin heavy chain (MyHC) primary antibodies from the University of Iowa Developmental Studies Hybridoma Bank for MyHC 1 (1:200; BA.D5) and MyHC 2a (1:200; SC.71), and dystrophin (1:200; ab15277, Abcam, Cambridge, UK) to label the fiber border. The following day, sections were washed in PBS and incubated in appropriate fluorescent secondary antibodies for 90 min. Type 2x + 2b fibers are unstained (black). Finally, sections were washed in PBS and mounted in PBS:glycerol.

To quantify p21 + cells, 8 μm muscle sections were fixed in 4% paraformaldehyde and washed in PBS, and then endogenous peroxidases were quenched with 3% H_2_O_2_, each for 10 min. Sections were blocked in 2% bovine serum albumin (BSA) that contained 0.1% Triton X-100 (blocking buffer) for 1 h. Sections were then incubated in primary antibodies against p21 (1:200; ab109199, Abcam) and laminin (1:100; MA5-24,656, Invitrogen) overnight in blocking buffer. The following day, sections were washed in PBS and incubated in fluorescent secondary antibodies, each for 90 min. Specifically, p21 required incubation with anti-Rb biotin (1:1000; 111–064-003, Jackson ImmunoResearch, West Grove, PA) diluted in blocking buffer for 75 min, followed by streptavidin-HRP (1:500; SA10001, Invitrogen) diluted in PBS for 75 min and then TSA AF488 (1:500; B40953, Invitrogen) diluted in DAPI staining solution (1:10,000 in PBS; D3571, Invitrogen) for 15 min. During the streptavidin-HRP step, anti-Ms IgG1 AF594 (1:100; A-21125, Invitrogen) was added to label laminin. Sections were washed in PBS between each secondary step.

### Image capture and analysis

An Axio Imager M1 upright microscope equipped with ZEN software (Zeiss, Oberkochen, Germany) was used to capture stitched images of the entire muscle cross-sections for cell counts. Images were minimally post-processed for color balance, contrast, and brightness. Mean myofiber CSA and fiber type-specific CSA were quantified using MyoVision automated analysis software [39]. The dystrophin labeled image was used as the reference and myofiber CSA was automatically determined by MyoVision’s region of interest algorithm. Myofibers with CSAs below 300 µm^2^ and above 6,000 µm^2^ were excluded from the analysis. SA β-Gal + and p21 + cells were manually counted by a blinded, trained technician and expressed relative to the total area of the muscle section. Regions of the cross-section that appeared to be folded on top of another region or appeared to be damaged during cryosectioning were manually excluded from the analysis.

### RNA isolation and RNA sequencing

RNA was isolated from plantaris muscles from vehicle- and D + Q-treated mice (*n* = 5/group) 14 days following MOV using the Qiagen miRNeasy® Mini Kit (Hilden, Germany). RNA concentration was assessed using a Nanodrop 2000 (Thermo Fisher) and RNA integrity was quantified using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). Five hundred nanograms of high-quality RNA (RIN > 8.0) was then sent to Novogene (Beijing, China) for sequencing. RNA-seq analyses were performed using *Partek® Flow®* software, v10.0 (St. Louis, MO). Pre-alignment quality control was completed using the default QA/QC tool. Alignment of sequencing reads to the mouse genome (GRCm39) using the splice-aware program STAR (v2.7.8a). Gene counts were quantified using Partek E/M against transcriptome release 103 and a minimum expression cutoff of 10 counts was used to filter out low expression genes. Differential gene expression was analyzed using DESeq2 (FDR<0.05) (v3.5). Gene set over-representation analysis was performed using Consensus Path DB software using default settings and FDR<0.05 genes [40, 41].

### Statistical analysis

All human data were analyzed using a paired *t*-test. All mouse data were analyzed by two-way ANOVA, in which animal age and time point were main effects. Post hoc analysis was performed with the Holm-Šídák method because the Šídák modification provides more power than the Holm step-down method alone, which is more powerful than other methods such as Tukey and Bonferroni. Significance was set as *p* < 0.05. Data points that were > 2 standard deviations away from the mean were considered outliers. Statistics were performed using Prism 9 for Mac (GraphPad Software, San Diego, CA).

## Results

### Senescent cells manifested in human muscle following a bout of resistance exercise

To see if the appearance of senescent cells following resistance exercise is a feature of human muscle adaptation, a cohort of volunteers (20–39 years old; Supplemental Table 1) had a resting vastus lateralis muscle biopsy prior to exercise, then underwent an exhaustive session of resistance exercise with a second muscle biopsy taken approximately 14 days later. Consistent with our previous report [23], there were essentially no SA β-Gal + (Fig. 1a–c) or p21 + (Fig. 1d–f) cells detectable in resting muscle biopsies; however, senescent cells were increased 14 days after the exercise bout (Fig. 1c, f). Of note, in cells located outside of the muscle fiber, p21 was almost exclusively located in the cytoplasm. Cytoplasmic p21 exerts anti-apoptotic functions [42, 43], which could contribute to an elevation of senescent cell anti-apoptotic pathways (SCAPs) activated in senescent cells [44]. Although rare, we observed nuclearly localized p21 almost exclusively within the muscle fiber (laminin) border in response to a hypertrophic stimulus. This distinction is important given that p21 is indispensable for muscle stem cell differentiation and fusion [45, 46] by interacting with nuclear transcription factors [47]. Representative images are shown in Supplemental Fig. 1.

**Fig. 1:**
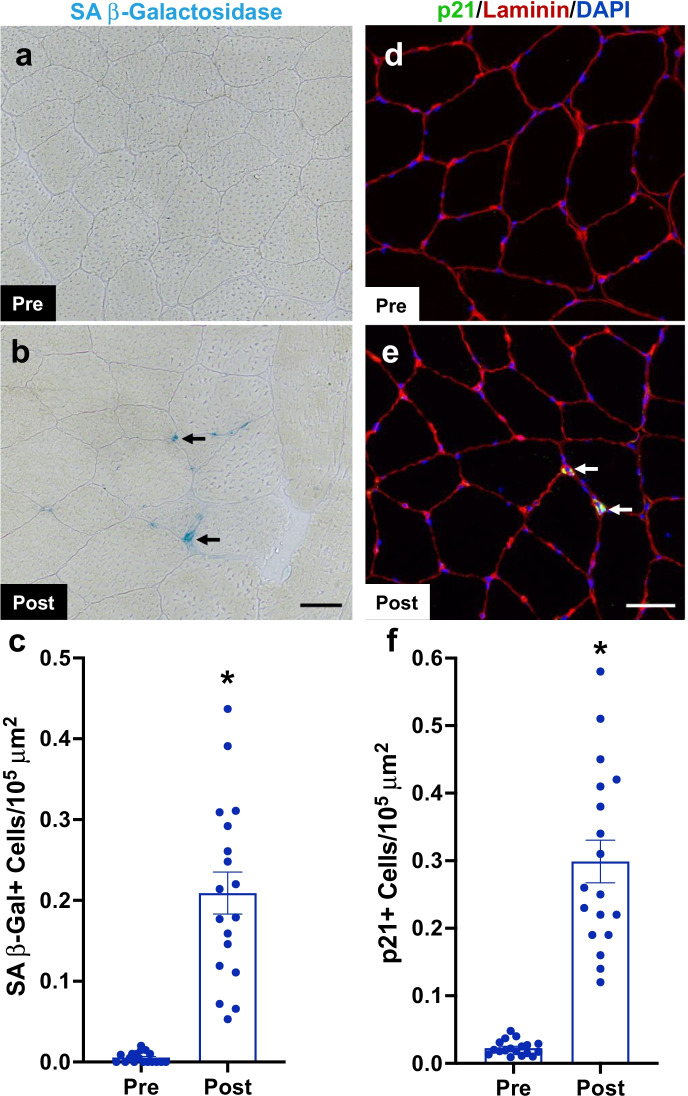
Senescent cell accumulation in human skeletal muscle following a bout of resistance exercise. (**a**), (**b**) Representative images for senescence-associated beta-galactosidase (SA β-Gal) staining of the vastus lateralis sections prior to and 14 days after a bout of whole-body resistance exercise. (**c**) Quantification of SA β-Gal + cells per 10^5^ μm^2^ pre- and post-exercise. (**d**), (**e**) Representative images of p21 immunohistochemistry in vastus lateralis sections prior to and 14 days after a bout of whole-body resistance exercise. (**f**) Quantification of p21 + cells per 10^5^ μm^2^ pre- and post-exercise. *N* = 18. *Significance versus pre-exercise

### Muscle hypertrophy was blunted in old mice

Both adult and old mice showed an increase in senescent cells following injury; however, in muscle, these cells preferentially persist in the old animals, contributing to a lower muscle regenerative response [9]. These findings, together with the results described above in humans, led us to hypothesize that persistent senescent cell accumulation may contribute to anabolic resistance observed with old age. To test this hypothesis, mice were subjected to synergist ablation surgery where removal of a portion of the gastrocnemius and soleus muscles in the hindlimb results in mechanical overload (MOV) of the plantaris. We examined muscle mass and fiber cross-sectional area (CSA) after 7 and 14 days of MOV in adult (5–6-month-old) and old (23–24-month-old) mice (experimental design, Fig. 2a). Old mice were significantly heavier than adult mice (*p* < 0.05; 33.0 ± 2.6 g vs. 29.8 ± 1.8 g, respectively), and both adult and old mice had heavier muscles following MOV when compared to age-matched sham controls, but plantaris muscle hypertrophy was blunted in old mice when compared to young (Fig. 2b; Supplemental Fig. 2a). Mean muscle fiber CSA was significantly larger following 7 and 14 days of MOV in adult mice when compared to age-matched sham controls (Fig. 2c–e, i), whereas old mice did not display larger muscle fibers when compared to controls at these same time points (Fig. 2f–h, i). We then examined fiber-type specific CSA and observed that both adult and old mice had significantly larger type 2a muscle fibers at 7 and 14 days of MOV compared to sham (Fig. 2j), whereas only adult mice had larger type 2x + 2b fibers at 7 and 14 days (Fig. 2k). There was no difference in fiber-type distribution between groups (Supplemental Fig. 2b-c).

**Fig. 2:**
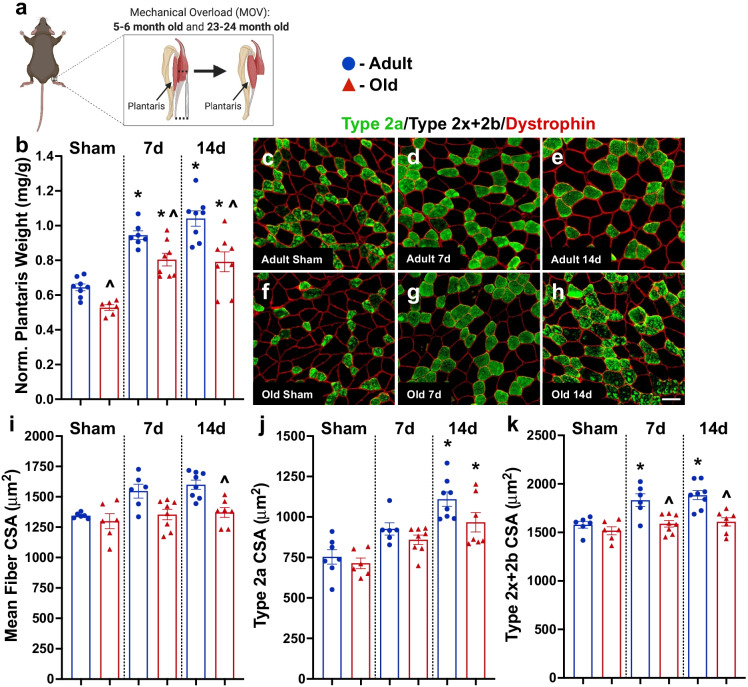
Blunted hypertrophy in old mice in response to mechanical overload (MOV). (**a**) Study design schematic for the synergist ablation-induced MOV time course of the plantaris muscle in adult and old mice. (**b**) Normalized muscle weight in adult (blue circles) and old (red triangles) mice following sham surgery (controls) and 7 and 14 days of MOV induced by synergist ablation surgery. Representative images of fiber-type specific CSA in adult (**c–e**) and old (**f–h**) mice. (**i**) Mean, (**j**) type 2a, and (**k**) type 2x + 2b muscle fiber CSA. *N* = 6–8/group. *Significance versus sham controls for a given age group. ^Significance versus adult mice for a given time point

### Senescent cells accumulated to higher levels in old compared to adult mice following MOV

In sham mice from adult and old mice, there were very few senescent cells, with no difference in SA β-Gal + (Fig. 3a, b) or p21 + (Fig. 3c, d) senescent cell burden. Following 7 and 14 days of MOV, the senescent cell burden was significantly higher in old mice versus sham (Fig. 3b, d). At 14 days, senescent cell abundance was significantly higher in old compared to adult mice (Fig. 3b, d). These data show that senescent cells are elevated in response to MOV-induced muscle hypertrophy in adult and old mice, but to a higher level in muscle from old mice.

**Fig. 3:**
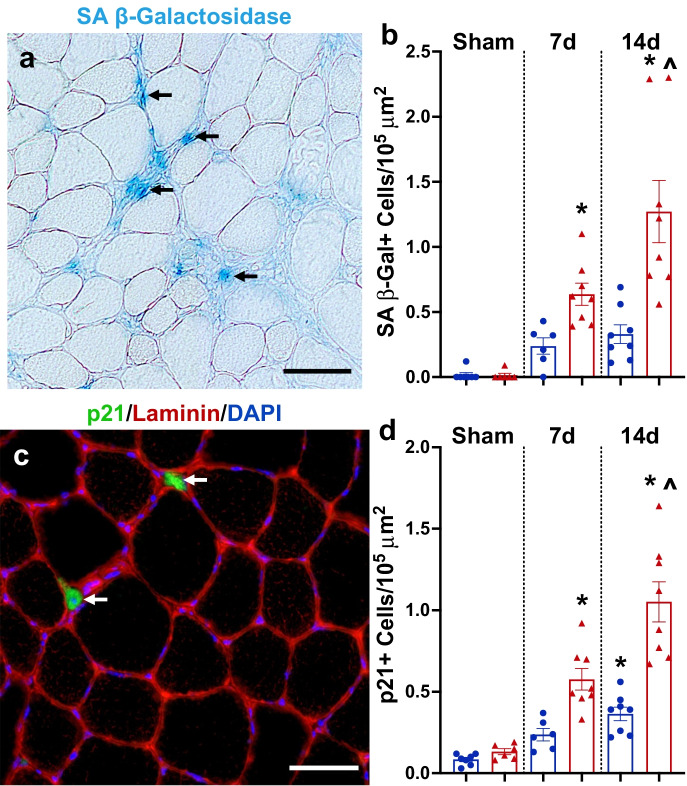
Senescent cells accumulated in skeletal muscle following mechanical overload (MOV). (**a**) Representative image for senescence-associated beta-galactosidase (SA β-Gal) staining 14 days following MOV in an old mouse. (**b**) Quantification of SA β-Gal + cells per 10^5^ μm^2^ in adult (blue circles) and old (red triangles) mice following sham surgery (controls) and 7 and 14 days of MOV induced by synergist ablation surgery. (**c**) Representative image of p21 immunohistochemistry in the plantaris 14 days following MOV in an old mouse. (**d**) Quantification of p21 + cells per 10^5^ μm^2^ in adult (blue circles) and old (red triangles) mice following sham surgery (controls) and 7 and 14 days of MOV induced by synergist ablation surgery. *N* = 6–8/group. *Significance versus sham controls for a given age group. ^Significance versus adult mice for a given time point

### D + Q improved gains in muscle mass following 14 days of MOV in old mice

Since senescent cells with MOV were most prevalent in muscle from old mice concomitant with blunted hypertrophy, we treated sham and 14-day MOV old mice with D + Q or vehicle at days 7 and 10 to see if clearance of senescent cells would promote greater muscle hypertrophy (experimental design, Fig. 4a). D + Q effectively reduced the number of senescent cells following 14 days of MOV (Fig. 4b–e), and absolute (Supplemental Fig. 2d) and normalized (Fig. 5a) muscle mass were significantly heavier in senolytic-treated compared to vehicle-treated mice, with no difference in body weight between any of the groups (data not shown). Mean muscle fiber CSA was larger after 14 days of MOV in D + Q-treated mice when compared to sham controls and vehicle-treated MOV mice (Fig. 5b–f). Both vehicle- and D + Q-treated mice had similar gains in type 2a fiber CSA (Fig. 5g); however, type 2x + 2b fibers hypertrophied only in D + Q-treated mice (Fig. 5h). There was a glycolytic to oxidative fiber-type shift in response to MOV, with no effect of D + Q (Fig. 5i, j). Therefore, clearance of senescent cells associated with gains in muscle mass and muscle fiber CSA, specifically in type 2x + 2b muscle fibers, that are most deleteriously affected by aging.

**Fig. 4:**
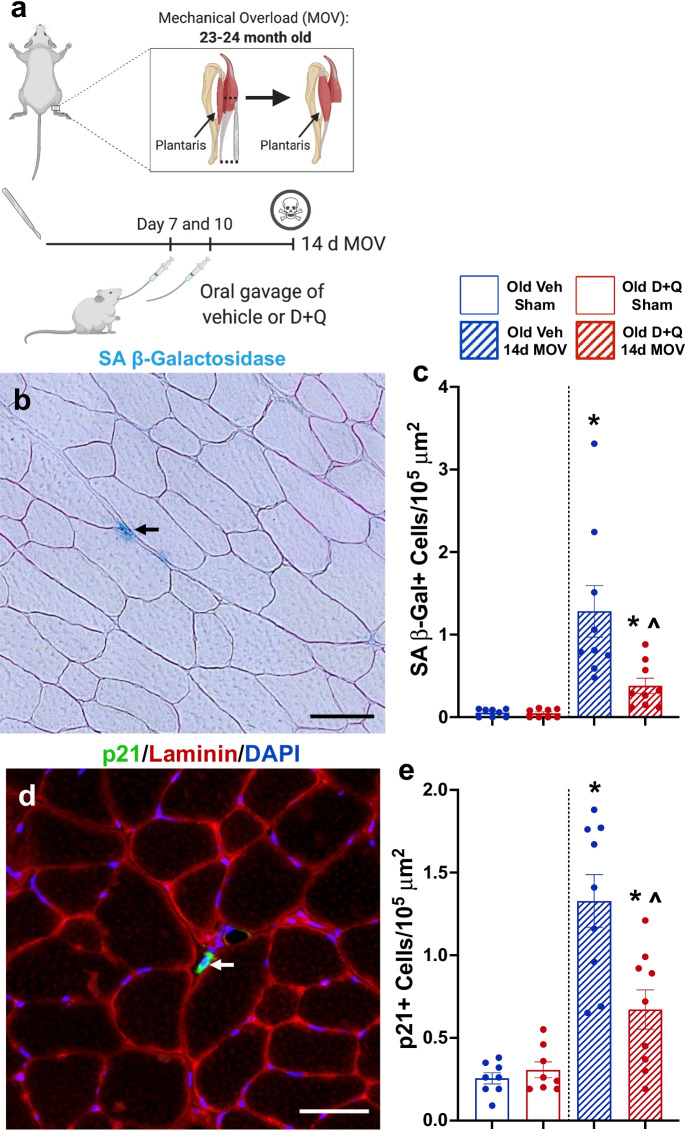
Senolytic treatment effectively cleared senescent cells in old mice following mechanical overload (MOV). (**a**) Study design schematic for the synergist ablation-induced MOV of the plantaris muscle of adult and old mice. (**b**) Representative image for senescence-associated beta-galactosidase (SA β-Gal) staining. (**c**) Quantification of SA β-Gal + cells per 10^5^ μm^2^ in old vehicle sham (open blue bar), old D + Q sham (open red bar), old vehicle 14-day MOV (hashed blue bar), and old D + Q 14-day MOV (hashed red bar). *N* = 7–9/group. (**d**) Representative image of p21 immunohistochemistry in the plantaris 14 days following MOV in a vehicle-treated old mouse. (f) Quantification of p21 + cells per 10^5^ μm^2^ in old vehicle sham (open blue bar), old D + Q sham (open red bar), old vehicle 14-day MOV (hashed blue bar), and old D + Q 14-day MOV (hashed red bar). *N* = 7–9/group. *Significance versus sham controls for a given treatment group. ^Significance versus vehicle-treated mice for a given time point

**Fig. 5:**
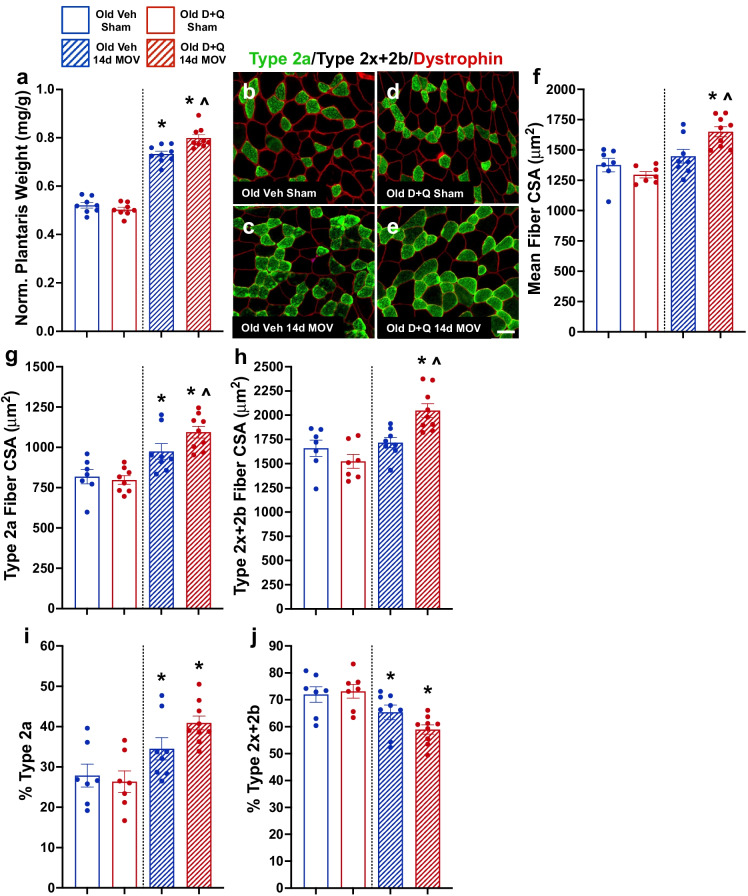
Senolytic treatment enhanced hypertrophy in response to mechanical overload (MOV) in plantaris muscles in old mice. (**a**) Normalized muscle weight in old vehicle sham (open blue bar), old D + Q sham (open red bar), old vehicle 14-day MOV (hashed blue bar), and old D + Q 14-day MOV (hashed red bar) mice. Representative images for fiber type-specific cross-sectional area (CSA) in old vehicle- (**b**, **c**) and old D + Q- (**d**, **e**) treated mice. (**f**) Mean, (**g**) type 2a, and (**h**) type 2x + 2b muscle fiber CSA in old vehicle sham, old D + Q sham, old vehicle 14-day MOV, and old D + Q 14-day MOV mice. Percent fiber-type distribution for (**i**) type 2a and (**j**) type 2x + 2b fibers. *N* = 7–9/group. *Significance versus sham controls for a given treatment group. ^Significance versus vehicle-treated mice for a given time point

### Changes in whole-muscle gene expression in response to MOV with and without D + Q

We performed RNA sequencing on plantaris muscles from vehicle- and D + Q-treated old mice following 14 days of MOV to identify potential mechanisms regulating augmented growth in response to D + Q. We identified approximately 2,000 differentially expressed genes (DEGs; Fig. 6a) in senolytic- vs. vehicle-treated muscle. 

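Plantaris muscle RNA was sequenced from 20 old mice, with 5 mice in each of the vehicle sham, D + Q sham, vehicle MOV and D + Q MOV groups. D + Q is dasatinib (5 mg/kg), a tyrosine kinase inhibitor, given by gavage together with quercetin (50 mg/kg), a plant flavonoid, and MOV is overload of the plantaris by removal of its synergist muscles. The paper and the deposited treatment protocol give the gavage days as 7 and 10 for collection at day 14, whereas the deposited description of the study gives the second gavage of sham mice as day 14. The paper gives the age of the mice as 23 to 24 months and the labels as 2 years. The authors aligned the reads to GRCm39, estimated the number of reads from each gene with an expectation-maximization quantifier, and deposited these estimated counts without normalization for 22660 genes, each with at least 10 counts over the 20 mice. About 29.8% of the values are not whole numbers, and they were rounded before testing. The total count ranged from 18879773 to 23076388 in D + Q MOV mice (median 19727087), from 18260866 to 22092775 in vehicle MOV mice (median 18647929), from 18535652 to 23468031 in D + Q sham mice (median 22393032) and from 17887495 to 26234505 in vehicle sham mice (median 19543018). The 10 largest genes took 17.4% ± 0.766 (SD, n = 5) of the counts in D + Q MOV mice and 17.7% ± 1.11 (SD, n = 5) in vehicle MOV mice. Counts were scaled with edgeR's TMM factors, and the D + Q and vehicle MOV mice were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over genes with at least 10 counts in at least 5 of the 10 mice. Expression is given as CPM, a gene's counts relative to the TMM-scaled library total. The count minimum, the scaling and the tool could each change the number of genes called.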

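Of 15238 genes tested between D + Q MOV and vehicle MOV muscle, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The lowest adjusted p was 0.352, for Itgbl1. At an unadjusted p under 0.05 there were 1340 genes, of which 638 were higher and 702 lower with D + Q, where 762 would be expected if no gene differed. Of these 1340 genes, 608 also passed the minimum fold change marked in Fig. 6a, and 381 of the 608 were higher with D + Q. In 224 genes all 5 mice of one group lay above all 5 of the other, against 121 (0.794%) expected by chance. DESeq2, which moved the count of adjusted calls most among the alternatives set beforehand, gave 11 genes at an adjusted p under 0.05 and 1501 at an unadjusted p under 0.05. When the 10 mice were split in other ways into groups of 5, 16 of 100 splits, the real one included, gave at least as many genes at an unadjusted p under 0.05.

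**Figure D1:**
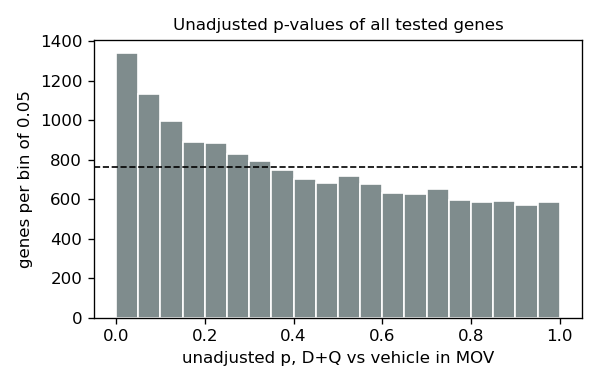
Unadjusted p-values of edgeR's quasi-likelihood test of D + Q MOV against vehicle MOV (x axis) for all 15238 genes, counted in bins of 0.05 (y axis, genes per bin). The dashed line marks the 762 genes per bin that a uniform distribution gives, and the lowest bin holds 1340 genes.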

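In D + Q MOV compared with vehicle MOV muscle, 858 mouse Reactome pathways with 10 to 500 tested genes were examined with camera, a competitive gene set test in limma, with an inter-gene correlation of 0.01. At an adjusted p under 0.05, 125 pathways were lower and 50 were higher with D + Q. Respiratory electron transport with ATP synthesis had the smallest p among the lower pathways (85 genes, median log2 fold change -0.16, adjusted p = 2.26e-22 from camera in limma). The TCA cycle and respiratory electron transport pathway, of which 121 of 152 members were tested, had a median log2 fold change of -0.15 (adjusted p = 7.74e-20 from camera in limma). Degradation of the extracellular matrix had the smallest p among the higher pathways (82 genes, median log2 fold change 0.26, adjusted p = 1.44e-09 from camera in limma). Extracellular matrix organization (199 genes) and collagen degradation (47 genes) rose by a median log2 fold change of 0.16 and 0.29. The number of pathways called depended on how correlation between genes was treated. With the correlation estimated from the mice for each pathway, or with fry, a rotation test in limma, 0 pathways were lower and 0 were higher at an adjusted p under 0.05. The mean log2 CPM of the TCA cycle and respiratory electron transport genes was 6.97 ± 0.0502 (SD, n = 5) in D + Q MOV mice and 7.09 ± 0.0907 (SD, n = 5) in vehicle MOV mice (two-sided exact permutation test, p = 0.0317). For mitochondrial translation elongation the means were 4.76 ± 0.0362 and 4.87 ± 0.0609 (SD, n = 5 each; two-sided exact permutation test, p = 0.0159). For extracellular matrix organization they were 4.98 ± 0.103 and 4.78 ± 0.215 (SD, n = 5 each; two-sided exact permutation test, p = 0.0794), and for collagen degradation 5.42 ± 0.135 and 5.15 ± 0.228 (SD, n = 5 each; two-sided exact permutation test, p = 0.0476). Adjusted over the 6 gene sets, these exact permutation p-values were 0.0951, 0.0951, 0.119 and 0.0952.

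**Figure D2:**
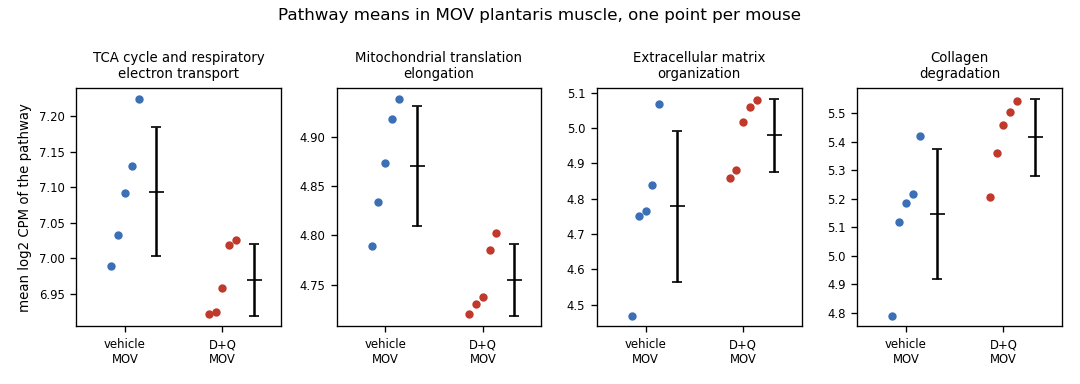
Mean log2 CPM of the genes of 4 Reactome pathways (y axes) in vehicle MOV and D + Q MOV mice (x axes), with 1 point per mouse and the mean ± SD beside each group (n = 5). The y axes do not start at 0. The groups overlap in each pathway, with group means of 6.97 and 7.09 for the TCA cycle and respiratory electron transport.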

Pathway analysis revealed the most downregulated pathways were associated with the TCA cycle and electron transport chain (Supplemental Fig. 3a), while ECM remodeling and collagen degradation were some of the most upregulated pathways (Supplemental Fig. 3b). 

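Two-sided tests of inflammatory gene sets in D + Q MOV against vehicle MOV muscle gave different answers with the set and with the test. The Reactome senescence-associated secretory phenotype pathway (42 genes tested) had a median log2 fold change of 0.015, with 23 genes higher and 19 lower (adjusted p = 0.983 from camera in limma). Of a list of SASP and inflammation genes drawn up before the data were examined, 31 were tested, 23 of them higher and 8 lower with D + Q, with a median log2 fold change of 0.18 (adjusted p = 0.0106 from camera in limma). With the inter-gene correlation estimated from the mice, the adjusted p of this list was 0.662 from camera in limma. Its mean log2 CPM was 3.85 ± 0.216 (SD, n = 5) in D + Q MOV mice and 3.64 ± 0.513 (SD, n = 5) in vehicle MOV mice (two-sided exact permutation test, p = 0.46). Ddit4 (chromosome 10 of GRCm39, 59785491 to 59788492) encodes REDD1 and had 11.8 ± 2.08 CPM (SD, n = 5) with D + Q and 16.0 ± 2.64 CPM (SD, n = 5) with vehicle. Its log2 fold change was -0.44 (standard error 0.138, adjusted p = 0.523 from edgeR's quasi-likelihood test). The difference in mean log2 CPM had p = 0.0238 in a two-sided exact permutation test, where the smallest p that 5 mice against 5 allow is 0.00794. Cryab (chromosome 9, 50651859 to 50668567) encodes a small heat shock protein and had 680.4 ± 105.4 CPM (SD, n = 5) with D + Q and 1394 ± 893 CPM (SD, n = 5) with vehicle, where single mice ranged from 792.3 to 2891 CPM. Its log2 fold change was -1.03 (standard error 0.362, adjusted p = 0.523 from edgeR's quasi-likelihood test), and it lay between -1.18 and -0.58 when each mouse was left out in turn. The annotated Cryab locus overlaps Hspb2 on the opposite strand, so reads of the overlap could have been assigned to either gene.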

Unexpectedly, we did not see any changes in inflammatory pathways or genes; however, included in the list of downregulated genes were *Ddit4* (Fig. 6b), a potent mTORC1 inhibitor [48, 49] that, when knocked out, augments MOV-mediated hypertrophy [50], and *Cryab* (Fig. 6a), an apoptosis inhibitor [51, 52] that could play a role in the removal of senescent cells by affecting SCAPs [53]. Some of the most upregulated genes included 7 members of the ADAMTS family, enzymes that play a key role in the remodeling of the extracellular matrix (ECM) [54], myostatin regulatory genes, *Fmod* [55, 56] and *Dcn* [57, 58], and pro-growth gene, *Igf1* [59] (Fig. 6a). 

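The deposited table has 18 genes named Adamts followed by a number, of which 17 were tested in MOV muscle and 14 were higher with D + Q than with vehicle. At an unadjusted p under 0.05, 3 were higher (Adamts15, Adamts2 and Adamts17) and 0 were lower. With DESeq2, or with limma-voom and sample quality weights, 6 members were higher at an unadjusted p under 0.05. When p-values were adjusted over the 17 family members alone, 1 gene had an adjusted p under 0.05 in edgeR, and over all tested genes 0 did. Adamts15 (chromosome 9 of GRCm39, 30810451 to 30833863) had 21.7 ± 3.01 CPM (SD, n = 5) in D + Q MOV mice and 16.0 ± 2.49 CPM (SD, n = 5) in vehicle MOV mice, a log2 fold change of 0.43 (standard error 0.118). Adamts2 and Adamts17 had log2 fold changes of 0.42 and 0.69. Fmod (chromosome 1, 133964992 to 133976015), which encodes the collagen-binding proteoglycan fibromodulin, had 174.3 ± 14.1 CPM (SD, n = 5) with D + Q and 129.2 ± 16.0 CPM (SD, n = 5) with vehicle. Every D + Q MOV mouse had more Fmod than every vehicle MOV mouse, which gives the smallest p of the two-sided exact permutation test. Its log2 fold change was 0.43 (standard error 0.0918, adjusted p = 0.523 from edgeR's quasi-likelihood test), and with DESeq2 the adjusted p was 0.0275. Dcn (chromosome 10, 97315275 to 97358155), which encodes decorin, had 714.1 ± 85.1 CPM with D + Q and 535.1 ± 132.4 CPM with vehicle (SD, n = 5 each), a log2 fold change of 0.42 (standard error 0.147; two-sided exact permutation test, p = 0.0397). Igf1 (chromosome 10, 87693642 to 87772904) had 134.0 ± 25.2 CPM with D + Q and 100.4 ± 23.0 CPM with vehicle (SD, n = 5 each), a log2 fold change of 0.42 (standard error 0.169; two-sided exact permutation test, p = 0.0714). Adjusted over all tested genes with edgeR, p was 0.523 for Dcn and 0.547 for Igf1.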

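Among secreted factors in MOV muscle, Mmp14 (chromosome 14 of GRCm39, 54668878 to 54682821), a membrane-bound matrix metalloproteinase, had 200.3 ± 38.8 CPM (SD, n = 5) with D + Q and 151.7 ± 31.6 CPM (SD, n = 5) with vehicle. Its log2 fold change was 0.40 (standard error 0.165; two-sided exact permutation test, p = 0.0635). Adamts1 (chromosome 16, 85590579 to 85600009) had 65.4 ± 19.6 CPM with D + Q and 48.6 ± 14.3 CPM with vehicle (SD, n = 5 each), a log2 fold change of 0.43 (standard error 0.238; two-sided exact permutation test, p = 0.111). Plau (chromosome 14, 20886722 to 20893453), which encodes urokinase plasminogen activator, had 39.2 ± 4.87 CPM with D + Q and 30.5 ± 10.4 CPM with vehicle (SD, n = 5 each), a log2 fold change of 0.36 (standard error 0.198; two-sided exact permutation test, p = 0.103). In each of these genes single mice of both groups overlapped. Adjusted p-values from edgeR's quasi-likelihood test were 0.547, 0.617 and 0.613 for Mmp14, Adamts1 and Plau.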

There was also higher expression of macrophage-secreted growth factors, such as *Mmp14* (Fig. 6c) [60], *Adamts1* (Fig. 6d) [61], and *Plau* (Fig. 6e) [62]. 

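Over-representation of the genes at an unadjusted p under 0.05 in D + Q MOV against vehicle MOV muscle, with a one-sided Fisher's exact test against all 15238 tested genes, gave 49 Reactome pathways for the lower genes and 24 for the higher genes at an adjusted p under 0.05. The lower pathways shared many of their genes. Respiratory electron transport, with 65 tested genes, is part of the TCA cycle and respiratory electron transport pathway with 121. Mitochondrial translation and its initiation, elongation and termination had 87, 81, 82 and 82 tested genes and nearly equal medians, of -0.13, -0.13, -0.14 and -0.12 in log2 fold change. Among the higher pathways, collagen biosynthesis and modifying enzymes (52 genes), collagen formation (62 genes) and assembly of collagen fibrils (37 genes) had median log2 fold changes of 0.25, 0.24 and 0.25.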

Due to redundancies in the pathways identified by over-representation analysis (Supplemental Fig. 3), we have compiled a summarized list of up- (Fig. 6f) and downregulated (Fig. 6g) pathways.

**Fig. 6:**
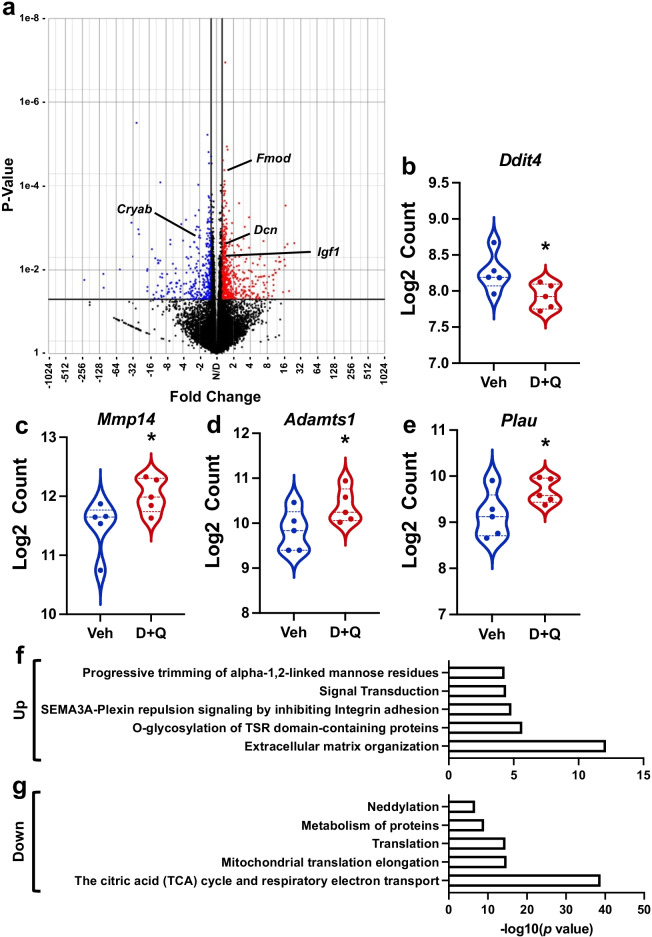
Senolytic treatment enhanced pro-growth gene expression in the plantaris muscle in response to mechanical overload (MOV) identified by RNA-sequencing. (**a**) Volcano plot showing significantly upregulated (red circles) and downregulated (blue circles) genes in D + Q- compared to vehicle-treated old mice. (**b**) Violin plot of *Ddit4* expression in response to D + Q treatment. (**c**) Violin plot of *Mmp14* expression in response to D + Q treatment. (**d**) Violin plot of *Adamts1* expression in response to D + Q treatment. (**e**) Violin plot of *Plau* expression in response to D + Q treatment. *N* = 5/group. *p < 0.05

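The single mice of both MOV groups overlapped in 7 of the 8 genes that the text names, and separated for Fmod, where vehicle MOV mice lay between 111.4 and 146.9 CPM and D + Q MOV mice between 153.7 and 189.5 CPM. From the genes called in this comparison, the paper reasons through the known functions of single genes and through the over-represented pathways (Supplemental Fig. 3) to candidate mechanisms of the larger growth with D + Q.

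**Figure D3:**
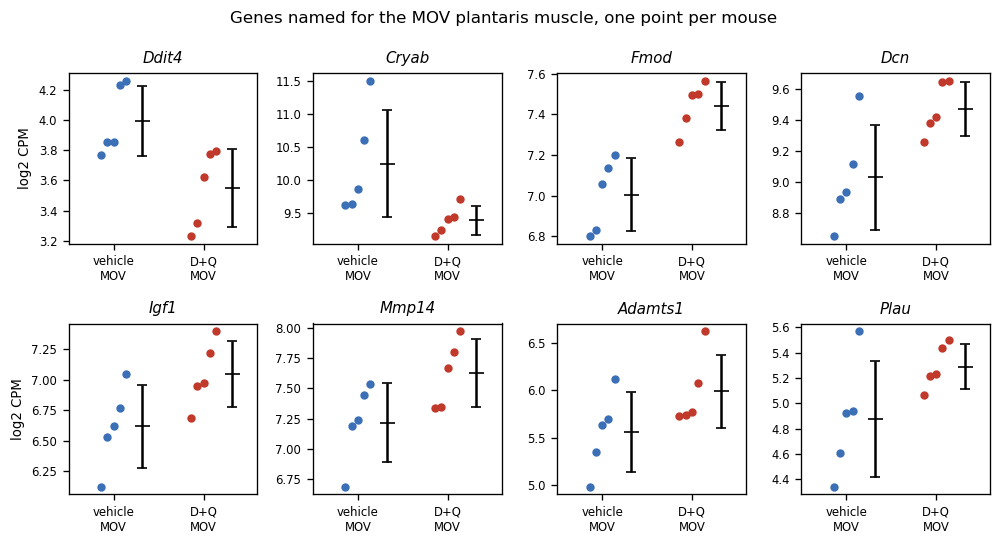
Expression of the 8 genes named in the text (y axes, log2 CPM after TMM scaling) in vehicle MOV and D + Q MOV mice (x axes), with 1 point per mouse and the mean ± SD beside each group (n = 5). The y axes do not start at 0. Ddit4 and Cryab have lower means with D + Q and the other genes higher means, and the highest Cryab value is a vehicle MOV mouse at 2891 CPM.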

## Discussion

Many older adults suffer from a diminished ability to grow skeletal muscle with resistance training, termed anabolic resistance, which may be due to a host of defective biologic processes [4, 6, 63]. Unfortunately, there has been limited success in developing therapeutic interventions to augment gains in muscle mass in these individuals. Here we report that senescent cells emerge in response to a bout of resistance exercise in humans, and a larger abundance of senescent cells persist in old vs. adult mouse muscle following a hypertrophic stimulus, potentially contributing to aging-mediated anabolic resistance. This idea is supported by the observation that D + Q reduces the number of senescent cells and enhances muscle growth in old mice in response to MOV.

There are conflicting reports on the presence of senescent cells in aged skeletal muscle in vivo under resting conditions [23, 64]; however, there is a growing body of literature showing little-to-no change in the skeletal muscle senescent cell burden [23–25] or the expression of hallmark senescence markers [26, 65] with age. In the present study, we show no difference in the relative abundance of senescent cells between adult and old sham control muscles, which is consistent with our previous reports in mice [9] and humans [23]. The lack of senescent cells in resting muscle can likely be attributed to several factors. First, skeletal muscle is a primarily post-mitotic tissue and myonuclei are in a permanent state of cell cycle arrest irrespective of upregulation in the expression of cell cycle inhibitors. Second, the resident stem cell population, satellite cells, maintains a predominately quiescent state [66, 67]. Satellite cells generally only proliferate following muscle damage or in response to exercise [37, 68, 69], resulting in relatively few cell divisions across the lifespan when compared to other cell populations such as fibroblasts and endothelial cells, and likely demonstrate a low potential for replicative senescence. Lastly, muscle contains a large number of resident macrophages [15, 70], which are partially responsible for the removal of senescent cells [71, 72]. Therefore, it stands to reason that a post-mitotic tissue, with low cell turnover and high macrophage content, would not have many senescent cells even with aging.

Although we do not see many senescent cells in resting muscle, they are elevated following muscle damage in both adult and aged muscle [22, 28–31]. As MOV [35] and resistance exercise [73] also elicit some degree of muscle damage, these cells may participate in an acute injury response that may be a normal part of muscle repair. However, over-abundance and persistence of senescent cells preferentially in old muscle may be detrimental to long-term muscle adaptation to the hypertrophic stimulus. We observed significantly more senescent cells in muscle following 14 days of MOV in old compared to adult mice associated with blunted growth in the old mice. Senescent cell abundance was reduced after treating old mice with D + Q at 7 and 10 days, resulting in augmented muscle growth following 14 days of MOV. Our previous work in a model of muscle regeneration shows that the majority of senescent cells from old mice are CD11b + macrophages, which exhibit a large upregulation of SASP genes compared to cells from young mice [74]. Therefore, we performed RNA-seq analysis on 14-day MOV muscles from vehicle- and D + Q-treated mice to determine the overall effect of senolytics relative to vehicle. Surprisingly, there was no difference in the expression of hallmark SASP genes between vehicle- and D + Q-treated mice following MOV, although the effect of D + Q on the SASP could be masked by the robust inflammatory response that is often observed following MOV [62, 75]. 

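Of the SASP and inflammation list, 5 genes differed between D + Q MOV and vehicle MOV muscle at an unadjusted p under 0.05. Timp2, Mmp3, Igfbp3 and Igfbp5 were higher, with log2 fold changes of 0.44, 0.45, 0.38 and 0.36, and Ccl5 was lower, with a log2 fold change of -1.38 (standard error 0.568). Ccl5 was expressed at 0.909 ± 0.695 CPM (SD, n = 5) with D + Q and 2.36 ± 1.52 CPM (SD, n = 5) with vehicle. Adjusted over the list alone with edgeR, 0 genes had an adjusted p under 0.05 and the lowest was 0.0903. Cdkn1a, which encodes p21 (chromosome 17 of GRCm39, 29309936 to 29319701), had 62.7 ± 8.70 CPM (SD, n = 5) with D + Q and 65.0 ± 7.97 CPM (SD, n = 5) with vehicle (log2 fold change -0.051, adjusted p = 0.891 from edgeR's quasi-likelihood test). Of 6 senescence markers (Cdkn1a, Cdkn2a, Cdkn2b, Glb1, Lmnb1 and Trp53), 0 had an unadjusted p under 0.05, and their log2 fold changes lay between -0.051 and 0.27.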

We observed an overall reduction in the expression of genes encoding TCA cycle and electron transport chain components, which could be beneficial within the context of the oxidative damage theory of mammalian aging [76], and elevated expression of genes involved in ECM remodeling. 

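Of the 121 tested genes of the TCA cycle and respiratory electron transport pathway, 111 were lower and 10 higher in D + Q MOV than in vehicle MOV muscle, 45 and 1 of them at an unadjusted p under 0.05. Of the 199 tested genes of extracellular matrix organization, 165 were higher and 34 lower, 38 and 2 of them at an unadjusted p under 0.05. The 45 lower genes became 25 with total counts only, 30 with the replicate number as a block and 59 with DESeq2. The 38 higher genes became 32, 59 and 47. With each mouse left out in turn, the counts ran from 25 to 64 and from 25 to 74. Genes of one pathway rise and fall together between mice and are not independent replicates. When each mouse was left out in turn, the median log2 fold change stayed between -0.17 and -0.12 for the first pathway and between 0.10 and 0.27 for the second. A median as far from 0 came from 5 of 100 splits of the 10 MOV mice for the first pathway and from 15 of 100 for the second, the real split included.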

A time course study of the muscle transcriptomic response to MOV in young mice shows a reduction in genes associated with the TCA cycle [77], whereas ECM remodeling is a key component of hypertrophic growth [78, 79] that is defective with aging in response to resistance exercise [80, 81]. There was also lower expression of the mTORC1 inhibitor gene, *Ddit4* (REDD1), while myostatin regulatory genes, *Fmod* [55, 56] and *Dcn* [57, 58], were elevated in senolytic-treated mice. 

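With each of the 10 MOV mice left out in turn, the log2 fold change between D + Q and vehicle stayed between -0.50 and -0.37 for Ddit4, between 0.38 and 0.49 for Fmod and between 0.33 and 0.57 for Dcn. Single D + Q MOV mice had between 9.29 and 13.8 CPM of Ddit4, and single vehicle MOV mice between 13.5 and 19.0 CPM.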

Although not quantified in this study, aberrant mTORC1 activation has been linked to sarcopenia and anabolic resistance [4, 5]. Restoration of mTORC1 signaling in old rodents restores the hypertrophic response [5], which could be mediated by a reduction in REDD1 [50]. Furthermore, there was higher expression of genes shown to be beneficial for muscle adaptation, such as *Igf1* [82], *Mmp14* [60], *Adamts1 *[61], and *Plau* [62]. 

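Leaving out each of the 10 MOV mice in turn kept the log2 fold change between D + Q and vehicle between 0.31 and 0.54 for Igf1, 0.29 and 0.49 for Mmp14, 0.23 and 0.60 for Adamts1, and 0.24 and 0.58 for Plau. The highest Plau value among single mice, 47.4 CPM, was in a vehicle MOV mouse, above the highest D + Q MOV mouse at 45.2 CPM.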

Interestingly, these factors have all been shown to be secreted by M2 macrophages, which are positively associated with muscle adaptation [15, 60–62, 83]. A recent publication by our laboratory shows that M2 macrophages are the primary source of *Mmp14* mRNA in plantaris muscle following MOV [60]. Although D + Q may specifically target senescent cells, we cannot discount the potential impact of D + Q on gene expression in proliferating cell populations, including macrophages, as well as post-mitotic muscle fibers, as D + Q is non-lethal to healthy cells [18]. That D + Q has functions beyond its senolytic properties is evidenced by the fact that in vitro, D + Q increases myogenic progenitor cell proliferation [9].

The results of this study provide the first evidence showing the induction of senescent cells in human and mouse skeletal muscle in response to a hypertrophic stimulus, with old mice displaying a greater accumulation of senescent cells than young mice. Most importantly, we find that the clearance of senescent cells with D + Q restores muscle growth in old mice, suggesting the exciting possibility that senolytics may provide an effective therapeutic strategy to enhance muscle growth in old humans following resistance training.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 Supplemental Figure 1. Cellular localization of p21 in muscle visualized using immunohistochemistry. Representative image of cytoplasmic p21 (green) outside the muscle fiber sarcolemma (red) that does not overlay with the nucleus (blue; **top panels**). Representative image of p21 (green) inside the muscle fiber sarcolemma (red) co-localized with the nucleus (blue; **bottom panels)**. Supplemental Figure 2. Additional characteristics of plantaris muscle following mechanical overload (MOV). **a)** Absolute muscle weight in adult (blue circles) and old (red triangles) mice following sham surgery (controls) and 7- and 14-days of MOV induced by synergist ablation surgery. **b)** Type 2a and **c)** Type 2x+2b fiber distribution following sham surgery (controls) and 7- and 14-days of MOV induced by synergist ablation surgery. **d)** Absolute muscle weight in old vehicle sham (open blue bar), old D+Q sham (open red bar), old vehicle 14d MOV (hashed blue bar), and old D+Q 14d MOV (hashed red bar) mice following sham surgery (controls) and 14-days of MOV induced by synergist ablation surgery. N=6-9/group. * indicates significance versus sham controls for a given treatment group. Supplemental Figure 3. Overrepresented pathway analysis of down and up regulated genes in response D+Q treatment during mechanical overload (MOV) of plantaris muscle. **a)** The 30 most down regulated pathways in order of ascending p-value. **b)** The 30 most up regulated pathways in order of ascending p-value

## Data Availability

RNA sequencing data has been deposited to NCBI Gene Expression Omnibus under accession number GSE195707.

# Supplementary material for: Senolytic treatment rescues blunted muscle hypertrophy in old mice
**Source:** GeroScience. 2022 Mar 24;44(4):1925–40. doi: 10.1007/s11357-022-00542-2
**Supplement:** Supplementary file 1 — Supplementary file1 Supplemental Figure 1. Cellular localization of p21 in muscle visualized using immunohistochemistry. Representative image of cytoplasmic p21 (green) outside the muscle fiber sarcolemma (red) that does not overlay with the nucleus (blue; top panels). Representative image of p21 (green) inside the muscle fiber sarcolemma (red) co-localized with the nucleus (blue; bottom panels). Supplemental Figure 2. Additional characteristics of plantaris muscle following mechanical overload (MOV). a) Absolute muscle weight in adult (blue circles) and old (red triangles) mice following sham surgery (controls) and 7- and 14-days of MOV induced by synergist ablation surgery. b) Type 2a and c) Type 2x+2b fiber distribution following sham surgery (controls) and 7- and 14-days of MOV induced by synergist ablation surgery. d) Absolute muscle weight in old vehicle sham (open blue bar), old D+Q sham (open red bar), old vehicle 14d MOV (hashed blue bar), and old D+Q 14d MOV (hashed red bar) mice following sham surgery (controls) and 14-days of MOV induced by synergist ablation surgery. N=6-9/group. * indicates significance versus sham controls for a given treatment group. Supplemental Figure 3. Overrepresented pathway analysis of down and up regulated genes in response D+Q treatment during mechanical overload (MOV) of plantaris muscle. a) The 30 most down regulated pathways in order of ascending p-value. b) The 30 most up regulated pathways in order of ascending p-value

## Slide 1
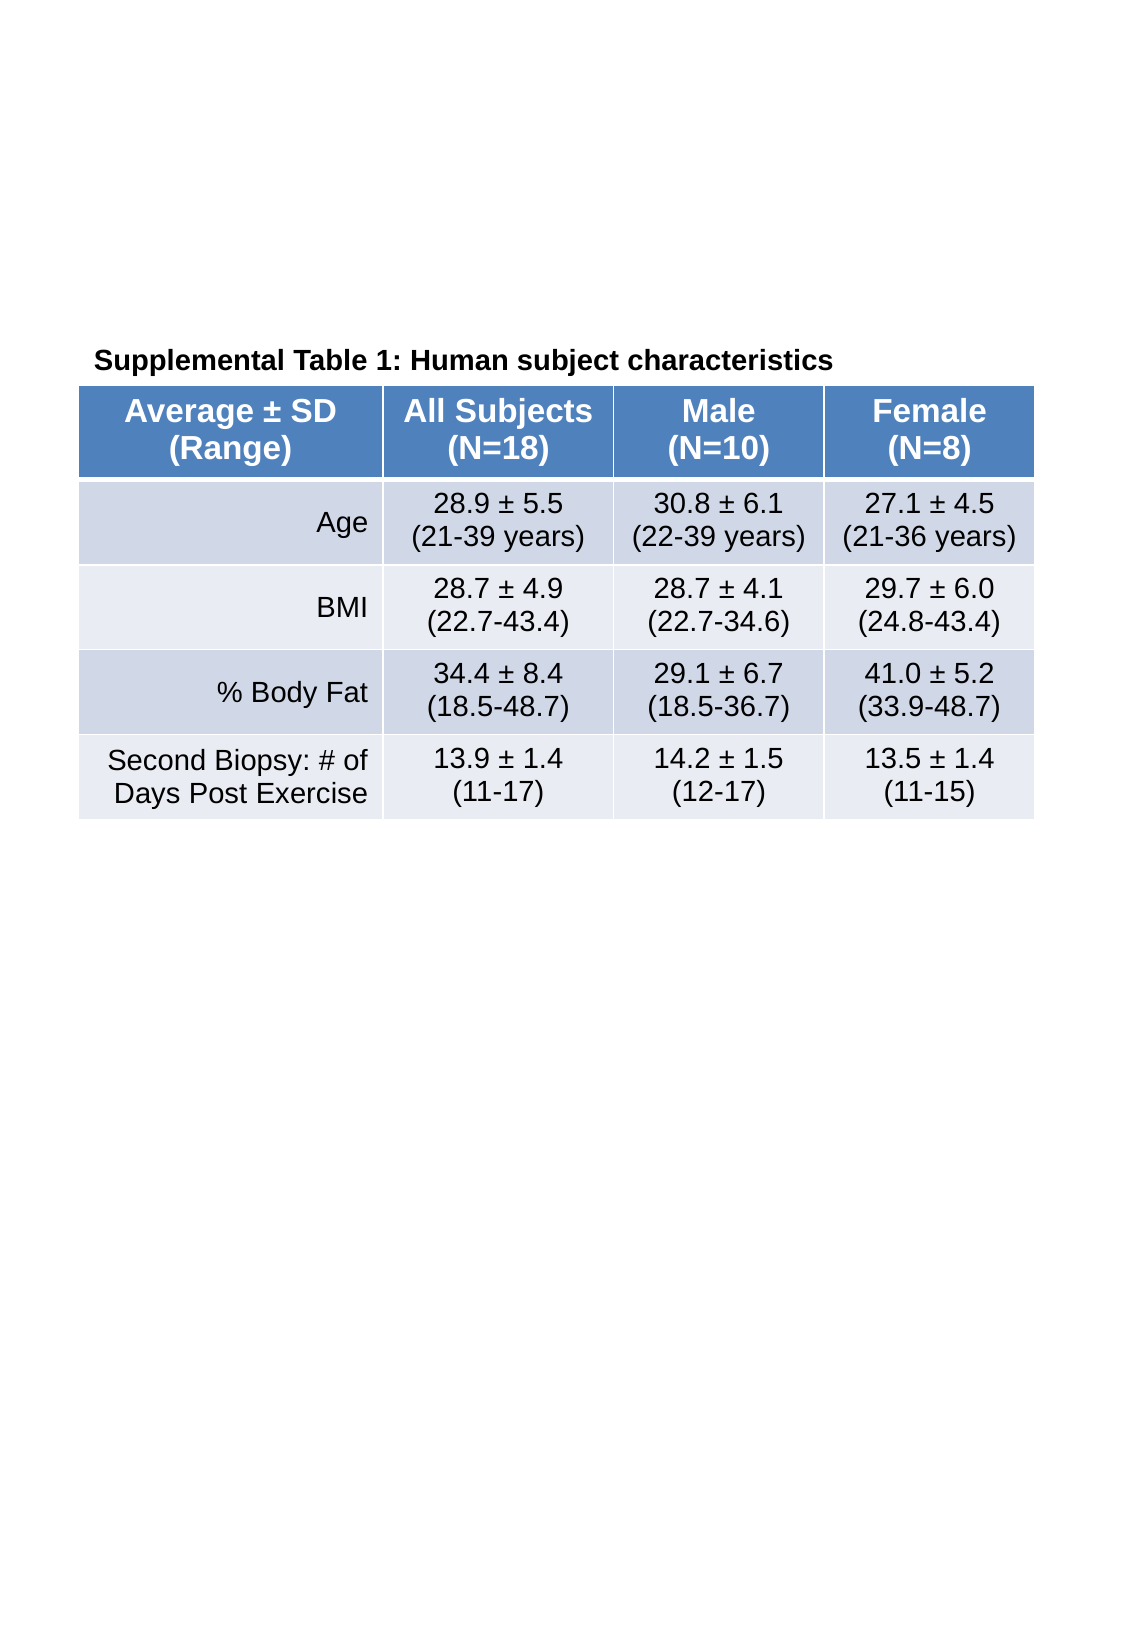

Supplemental Table 1: Human subject characteristics
| Average ± SD (Range) | All Subjects (N=18) | Male (N=10) | Female (N=8) |
| --- | --- | --- | --- |
| Age | 28.9 ± 5.5 (21-39 years) | 30.8 ± 6.1 (22-39 years) | 27.1 ± 4.5 (21-36 years) |
| BMI | 28.7 ± 4.9 (22.7-43.4) | 28.7 ± 4.1 (22.7-34.6) | 29.7 ± 6.0 (24.8-43.4) |
| % Body Fat | 34.4 ± 8.4 (18.5-48.7) | 29.1 ± 6.7 (18.5-36.7) | 41.0 ± 5.2 (33.9-48.7) |
| Second Biopsy: # of Days Post Exercise | 13.9 ± 1.4 (11-17) | 14.2 ± 1.5 (12-17) | 13.5 ± 1.4 (11-15) |

## Slide 2
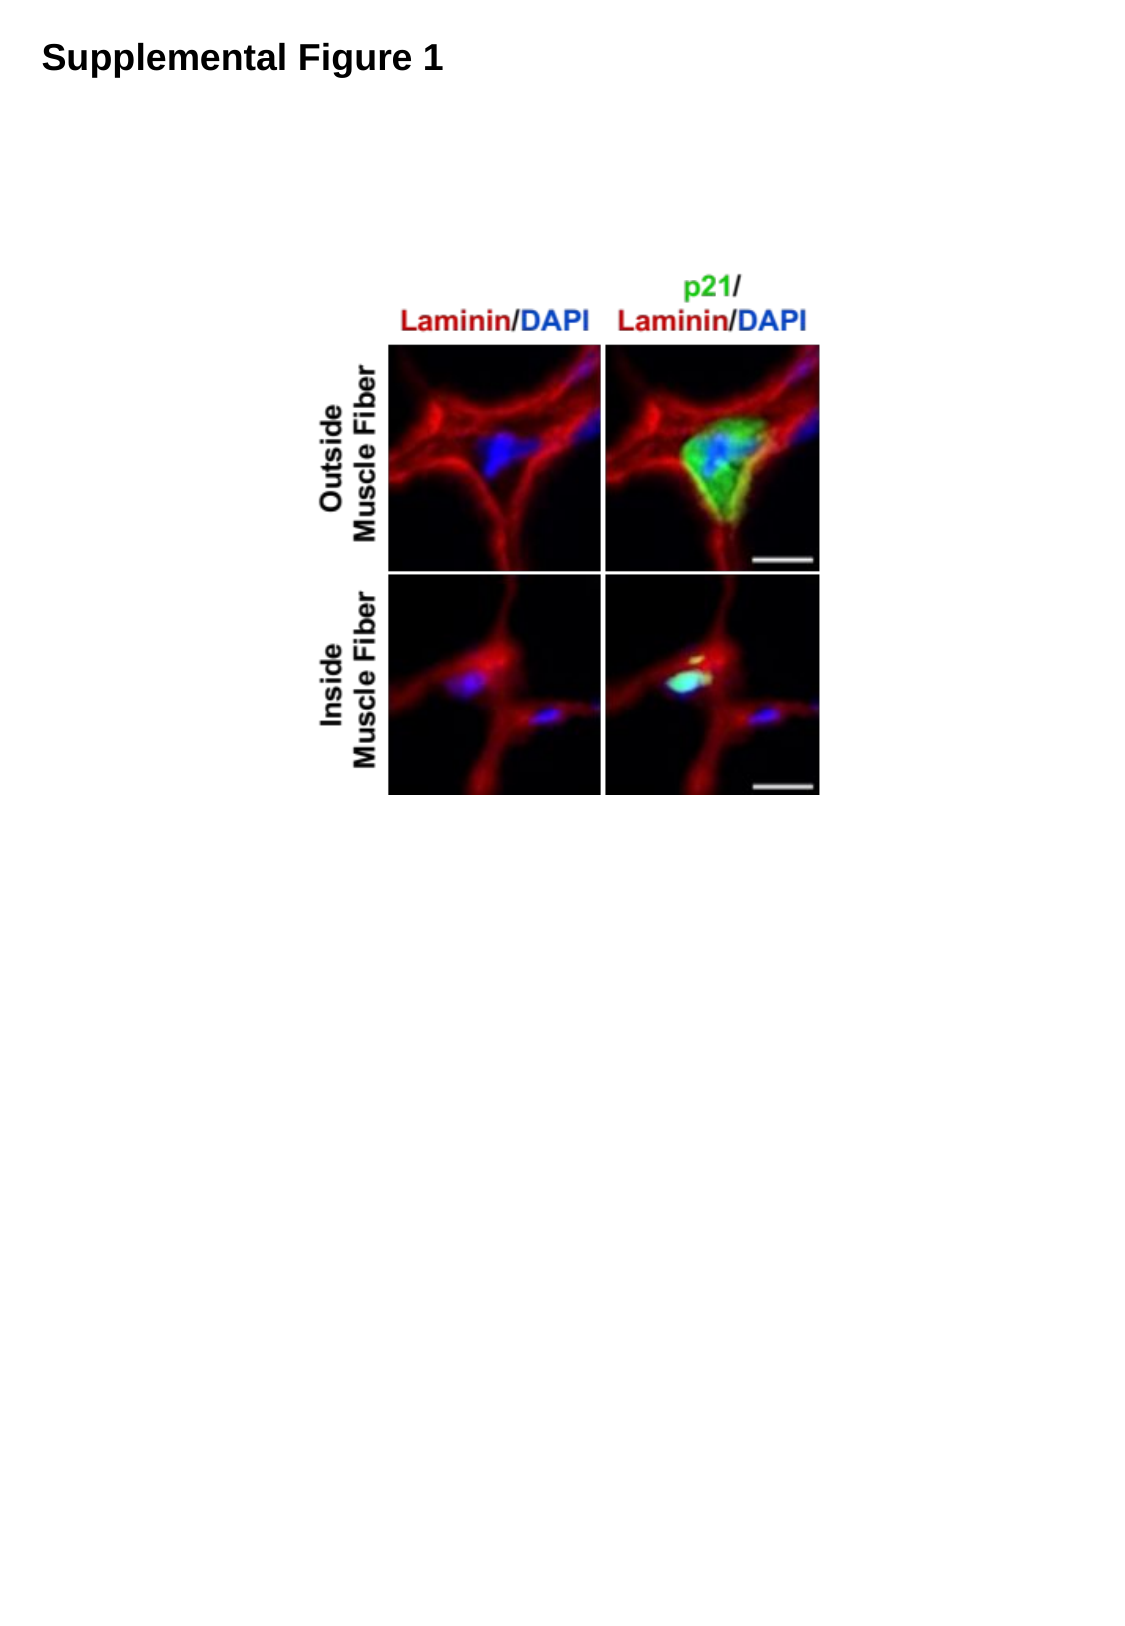

Supplemental Figure 1

## Slide 3
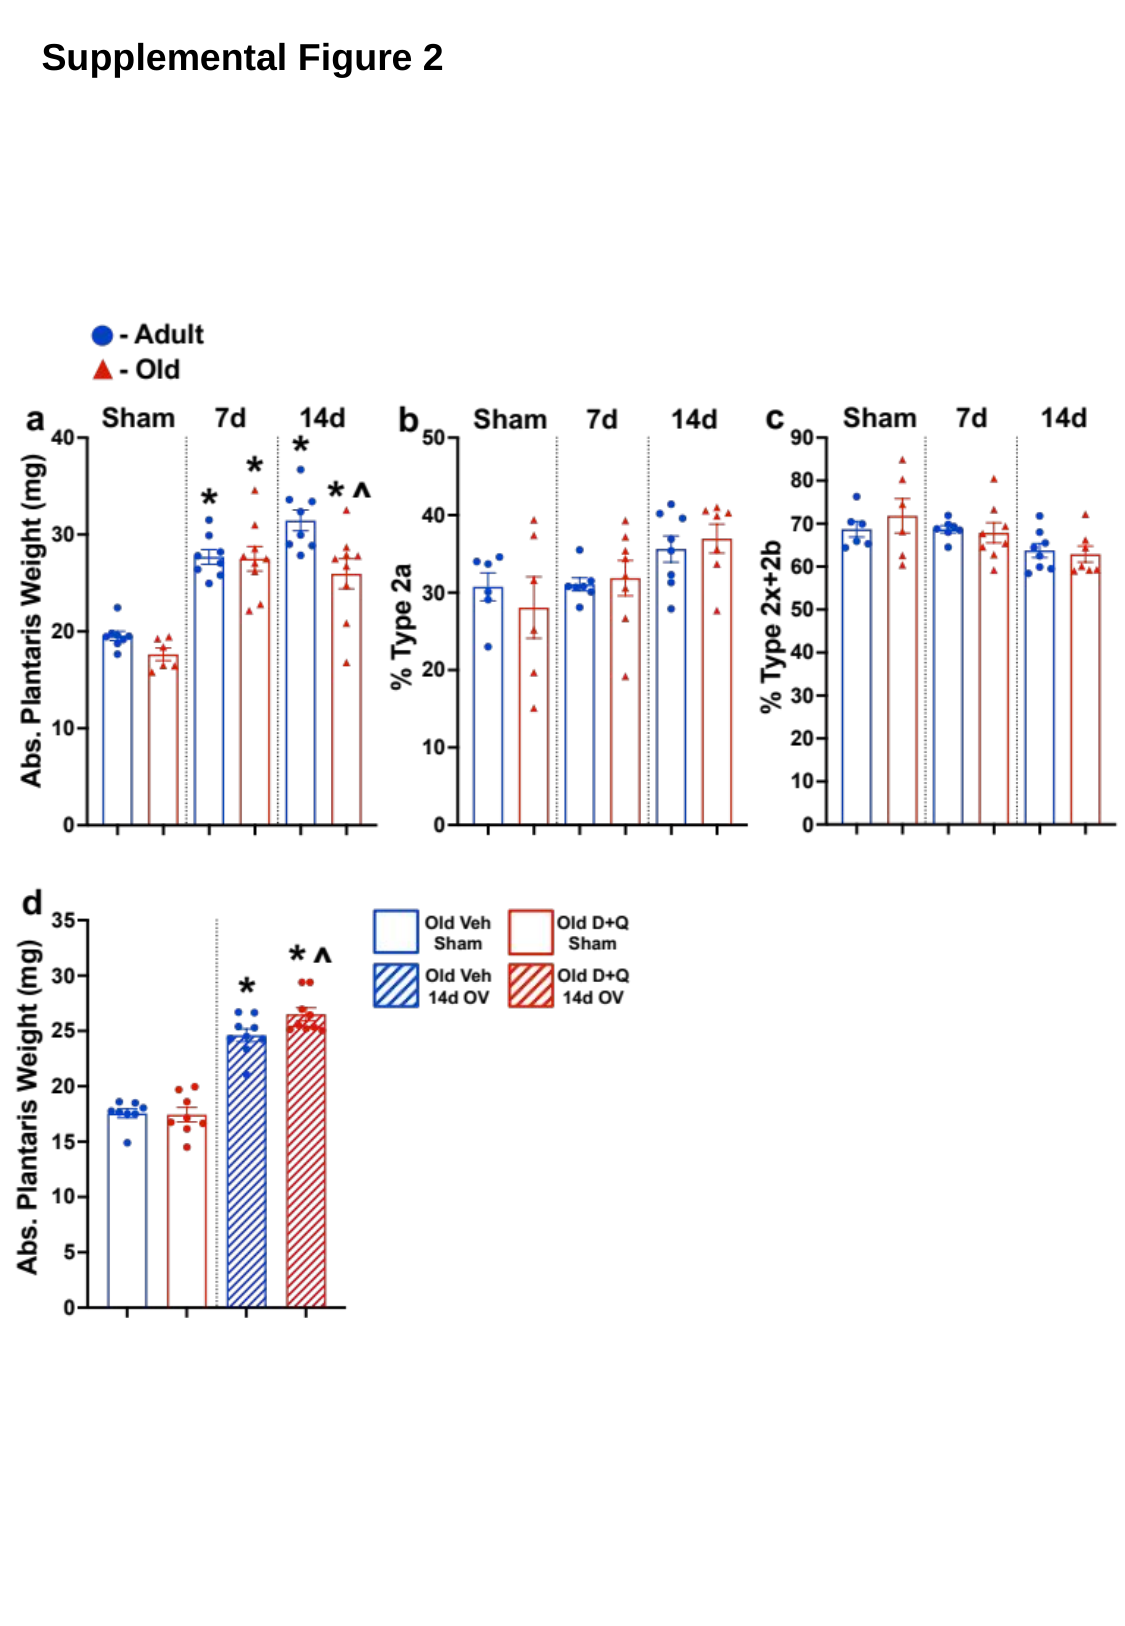

Supplemental Figure 2

## Slide 4
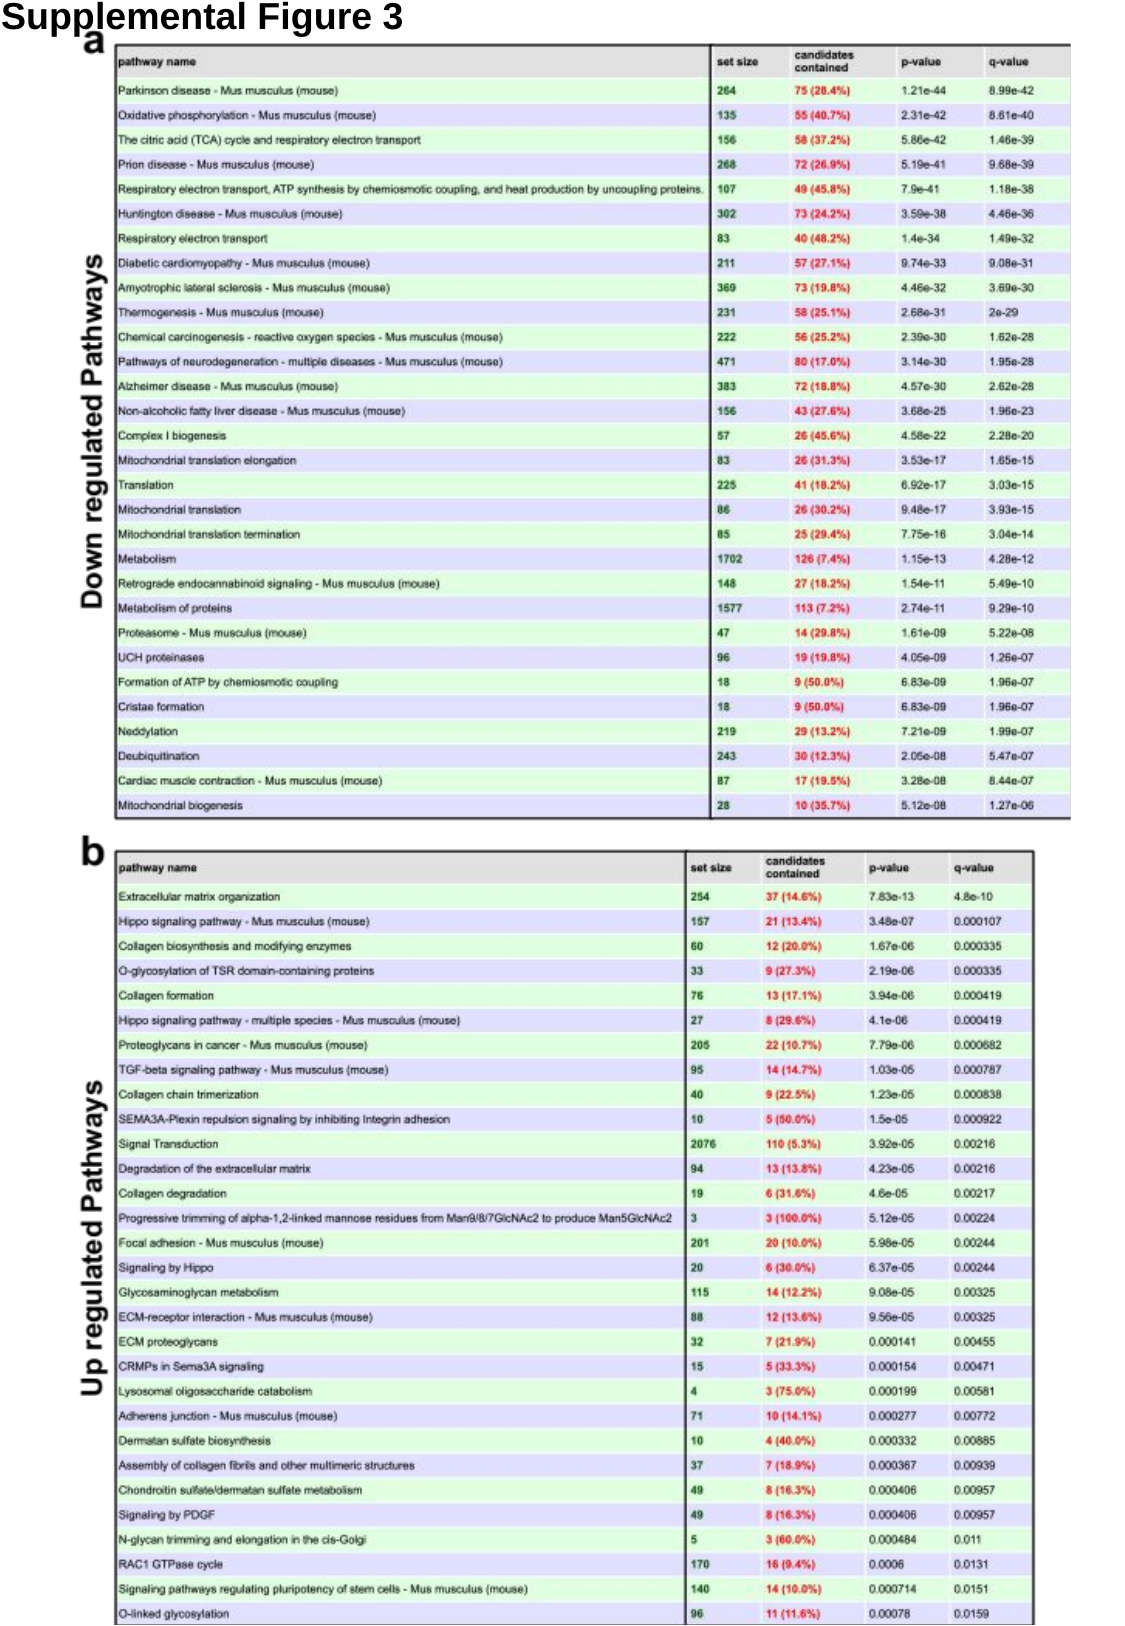

Supplemental Figure 3

How the deposited data were processed for this re-analysis (not part of the article)

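RNA was measured in plantaris muscle of 20 old mice, 5 each of vehicle sham, D + Q sham, vehicle MOV and D + Q MOV, which are different animals. The authors aligned reads with STAR to GRCm39 and estimated gene counts with Partek's expectation-maximization quantifier, and they deposited these estimated counts without normalization, with 1 column per mouse. Each of the 22660 rows sums to at least 10 over the 20 mice, as a cutoff of 10 counts in total would leave it. No column was left unused. The total count per mouse lay between 17887495 and 26234505, which limits precision for low genes, and a group with at most 3 counts in every mouse was treated as being at the floor. Within each group no pair of libraries differed by as little as sampling noise, since the ratio of observed to counting variance was 7.72 or more in every pair, so each library counts as 1 mouse.

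Counts were rounded to whole numbers. Gene names were matched to the GENCODE annotation of GRCm39 for positions, transcript length and GC content (96.1% of rows) and to Entrez identifiers through a RefSeq table of assembly GRCm38.p6, used for names only (86.8% of rows). Of the table's rows, 20 repeat a gene name and were kept apart. Because the labels number the mice 1 to 5 in each group, a fit with this number as a block was made as an alternative. The pairing comes from the labels alone.

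The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3, robust) with TMM scaling, on genes with at least 10 counts in at least 5 of the mice in the fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. Comparisons were D + Q with vehicle in MOV, D + Q with vehicle in sham, MOV with sham in each treatment, each on its own 10 mice, and the interaction on all 20. Adjusted p-values of single genes are from edgeR unless DESeq2 1.42.0 is named. Gene sets were tested with camera (limma 3.58.1, log2 CPM with a prior count of 2, inter-gene correlation 0.01) on mouse Reactome pathways distributed with fgsea 1.28.0. The paper used ConsensusPathDB, which was not used here. Gene set means per mouse were compared with two-sided exact permutation tests over the 252 ways to divide 10 mice. A Reactome set was reported only where at least 80% of its members had a row. The cytokine signaling and chemokine receptor sets fell short, and the list of SASP and inflammation genes stands in their place. An MOV response score is the mean log2 CPM of genes that changed at least 2-fold at an adjusted p under 0.05 between MOV and sham over both treatments, signed by direction.

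Genes named in the text are those the paper names and a list of senescence markers in every comparison, each Adamts member and each gene of the SASP and inflammation list at an unadjusted p under 0.05 between D + Q and vehicle MOV muscle, and the genes with the largest rises and falls (3 each way, or 5 in D + Q against vehicle in MOV) among those at an adjusted p under 0.05 whose groups do not overlap. An earlier version left some of these genes out of the sham, MOV against sham and interaction comparisons after their values had been seen, and they were put back. Itgbl1 and the gene pathways beside those the paper names were singled out after their values were seen. The alternatives were DESeq2, RLE factors, total counts only, other count minimums, limma-voom with sample quality weights, all 20 mice in one fit, the replicate block, correction for gene length and GC content, other gene set tests, and each mouse left out in turn. The tests, these alternatives, the rule for named genes and the SASP and senescence lists were set before the data were examined. The tests of explanations and the cell type marker lists were chosen after the main comparisons had been seen and before their own results were.

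The main test was tested on simulated data, with counts drawn for 15238 genes from the real means, spreads and library sizes. Each gene was drawn independently, and the changed genes were taken from those above a minimum mean expression. The simulation therefore does not show how the test or camera behaves when genes are correlated, as in the real mice. Of 200 genes changed by 1 on the log2 scale, 96.0% were called at an adjusted p under 0.05, and 95.5% of the calls were changed genes. With a change of 0.5, 64.0% were called. With no gene changed, 1 was called. With the TCA cycle and respiratory electron transport genes alone shifted by -0.15, their median was recovered as -0.129, and camera also called 7 other pathways.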

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

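The tests of gene length and GC content, Rn18s and endothelial markers were chosen only after the sham difference was seen, and the mean of the markers per mouse only after their camera result.

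The paper reports RNA sequencing of MOV muscle, and the deposited table also holds sham muscle. The deposited description of the study gives the second gavage of sham mice as day 14, the day of collection. If so, sham muscle was sampled sooner after D + Q than MOV muscle. D + Q and vehicle sham mice differed in 30 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 26 of them higher with D + Q, and in 1420 at an unadjusted p under 0.05, where 696 would be expected. The largest rises by the rule for named genes were Soga1 (log2 fold change 0.90, adjusted p = 0.0361), Thbs1 (0.81, adjusted p = 0.0199) and Mmp14 (0.71, adjusted p = 0.0177), and the largest falls Sgk1 (-1.06, adjusted p = 0.0177), Cecr2 (-0.66, adjusted p = 0.0405) and Gm20683 (-0.46, adjusted p = 0.0408). The annotated Gm20683 locus overlaps Rhot2 and Rhbdl1 on the same strand, so its counts are uncertain. After correction for gene length and GC content, a candidate explanation, 10 genes remained at an adjusted p under 0.05, all of them among the 30. The share of counts on Rn18s did not separate the groups (two-sided exact permutation test, p = 0.27). Endothelial markers were higher with D + Q (12 genes, median log2 fold change 0.175, camera p = 0.000529), which is consistent with more endothelial RNA, but their mean per mouse did not separate the groups (two-sided exact permutation test, p = 0.127). Of the 16 splits of the sham mice that part all same-numbered pairs, 1, the real one, gave 30 or more genes, and 16 splits cannot give a share under 0.05. Of the 84 other splits drawn, which part fewer pairs, 1 did, with 64 genes. The matched splits could not have settled whether the sham difference is a chance division of the mice, and that explanation stays open, though 2 of all 100 splits, the real one included, gave as many genes. The fall from 30 to 10 genes is a count at a threshold, which ran from 2 to 74 when single mice were left out, and Soga1 has no position and was not corrected, so gene length and GC content stay open as an explanation and are not shown to be one.

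MOV and sham muscle differed in 8831 genes with vehicle and in 9743 genes with D + Q at an adjusted p under 0.05 in edgeR. In each comparison 1 of the 16 matched splits, the real one, gave as many, and 0 of the 84 others did. The matched splits cannot give a share under 0.05. Every other split mixes MOV and sham mice within its groups, which widens the spread, so few genes could be called in it. The splits therefore say little about this difference. MOV was the strongest contrast by this count, and the biological explanation the design gives is the surgery. With vehicle, Tnn, Fbn2 and Cemip had the largest rises, with means of 19.6, 20.0 and 4.5 CPM after MOV, against sham mice that had at most 3 counts each. With D + Q, Acan, Dcx and Gzme had the largest rises, with means of 9.7, 2.7 and 1.61 CPM after MOV, against sham mice at the same floor. The largest falls were Fam155a (at least 5.27-fold lower), 8430426J06Rik (log2 fold change -3.46) and the pseudogene Gm12240 (-2.94) with vehicle, and Chrm3 (-3.08), Pla2g5 (-2.90) and Fgfbp1 (-2.81) with D + Q. Scaling decides the share of rises. With TMM, 4482 of the 8831 genes were higher after MOV with vehicle and 5129 of the 9743 with D + Q, and with total counts only 7683 of 9136 and 8392 of 10046. The median of all tested genes moved from -0.016 to 0.36 with vehicle and from 0.023 to 0.39 with D + Q, so these changes are relative to the TMM scale.

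The response to D + Q differed between MOV and sham muscle in 2 genes at an adjusted p under 0.05 for the interaction in edgeR, with 897 at an unadjusted p under 0.05 where 785 would be expected. Sgk1 had an interaction of 1.246 on the log2 scale (adjusted p = 0.00676) and Tcf15 of -1.16 (adjusted p = 0.00328). Of 50 divisions of the mice that part all same-numbered pairs within each surgery, 2 gave at least 2 genes, the real one included, and of 50 others 1 did. Gene length and GC content left the number at 2, with both genes shared. No other cause of this difference was tested.

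A sample far from the others of its group was seen in 3 of 64 values tested, and chance gives about 1 in 20. Vehicle sham replicate 4 had a mean log2 CPM of 3.27 over extracellular matrix organization genes, where the others lay between 3.01 and 3.08. Vehicle sham replicate 1 had a mean of 4.24 over the Reactome SASP genes, where the others lay between 4.285 and 4.291, and a total count of 26234505, where the others lay between 17887495 and 19935724. The greater depth and the lower SASP mean fall in the same library. No technical or biological explanation was tested for these samples.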

How the results depend on the processing

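Between D + Q and vehicle MOV muscle, the number of genes at an adjusted p under 0.05 was 0 in the main analysis and 11 with DESeq2, 12 with DESeq2, all 20 mice and no filter (chosen after seeing the data), and 0 to 2 across the 10 fits that each left out one mouse. At an unadjusted p under 0.05, 1340 genes became 608 with the minimum fold change of Fig. 6a and 921 to 2634 across the fits that each left out one mouse, with the highest count without vehicle MOV replicate 4. Of the genes at an unadjusted p under 0.05, 638 of 1340 were higher, against 782 of 1133 with total counts only. With limma-voom and sample quality weights 983 of 1763 were higher, and with the minimum fold change 381 of 608. ADAMTS members higher at an unadjusted p under 0.05 numbered 3, and 6 with DESeq2, 6 with limma-voom and sample quality weights, 5 with DESeq2, all 20 mice and no filter (chosen after seeing the data), and 2 to 7 across the fits that each left out one mouse.

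In sham muscle, the 30 genes became 133 with DESeq2, 67 with no filter, 49 with total counts only, 19 with all 20 mice in one fit, 10 with the gene length and GC correction, and 2 to 74 across the 10 fits that each left out one mouse. The counts between MOV and sham stayed within 1.5 times under the alternatives run, at 7929 to 8504 with vehicle and 8850 to 9450 with D + Q when one mouse was left out. Of the genes called after the gene length and GC correction, 3332 of 9859 were higher with vehicle and 3690 of 10770 with D + Q. The interaction gave 2 genes, and 2 to 3 across the 20 fits that each left out one mouse.

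The 125 lower and 50 higher Reactome pathways became 0 and 0 with estimated inter-gene correlation, 0 and 0 with fry, and 49 and 24 by over-representation, and 110 to 160 and 33 to 92 when one mouse was left out. The medians of -0.15 (TCA cycle and respiratory electron transport), -0.14 (mitochondrial translation elongation), 0.16 (extracellular matrix organization), 0.29 (collagen degradation) and 0.18 (SASP and inflammation list) lost their adjusted p under 0.05 with the estimated correlation and with fry, which leave the medians themselves unchanged. The SASP and inflammation list also lost it with total counts only (0.22) and in the Reactome cytokine signaling set used in its place after seeing the data (0.050), kept it in the Reactome chemokine receptor set chosen in the same way (0.16, adjusted p = 0.0443 from camera in limma), and its median ran from 0.059 to 0.40 when one mouse was left out, with an adjusted p of 0.322 without vehicle MOV replicate 2 and 0.0969 without D + Q MOV replicate 5 from camera in limma. The Reactome SASP median of 0.015 reversed to -0.019 with the gene length and GC correction and ran from -0.0032 to 0.028 when one mouse was left out. These 2 sets, of which under 80% of the members have a row, were not themselves tested under the other alternatives.

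The MOV response score differed by 0.14 between D + Q and vehicle in sham muscle (two-sided exact permutation test, p = 0.0714), by 0.17 with the 200 genes with the smallest p-values, where the difference passed p of 0.05, and by 0.096 to 0.18 when one mouse was left out. In MOV muscle it ran from 0.044 to 0.22 when one mouse was left out.

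The replicate number of the labels does not pair the mice, which are different animals: deviations from the group means of same-numbered mice had a mean correlation of -0.0041 over 30 pairs. With the replicate block, D + Q and vehicle MOV muscle differed in 2 genes and 1468 at an unadjusted p under 0.05, 3 ADAMTS members were higher, and 129 pathways were lower and 48 higher. Sham muscle differed in 19 genes, MOV and sham in 8694 with vehicle and 9411 with D + Q, and the interaction in 1 gene. The paired fit gave medians of -0.15, -0.13, 0.16, 0.31, 0.020 and 0.26 for the 6 gene sets in the order above, with the Reactome SASP set before the list. With the replicate block and the gene length and GC correction together, the counts were 1, 7 and 1 gene in MOV, sham and the interaction, and the Reactome SASP median was -0.019.

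Some values changed sign. In sham muscle the Reactome SASP median was -0.0063 with the gene length and GC correction and -0.0062 with the block added. For the interaction, the median of mitochondrial translation elongation was 0.0043 with total counts only and ran from -0.048 to 0.0031 when one mouse was left out. That of the SASP and inflammation list was 0.0091 with 10 counts in every sample, 0.0045 with the gene length and GC correction, 0.029 with the block added, and ran from -0.17 to 0.17 when one mouse was left out. Between D + Q and vehicle MOV muscle, the log2 fold change of Cdkn1a was 0.00019 with total counts only and ran from -0.13 to 0.018 when one mouse was left out, that of Cdkn2a ran from -0.16 to 0.58, and that of Trp53 was 0.038 with total counts only and 0.013 with limma-voom and ran from -0.065 to 0.010. Between MOV and sham, Lmnb1 went from 0.091 to -0.36 with vehicle (adjusted p = 0.0209 from edgeR) and from 0.39 (adjusted p = 0.00266 from edgeR) to -0.069 with D + Q after the gene length and GC correction, and to -0.36 and -0.068 with the block added, and Cryab with D + Q was -0.14 with either. For the interaction, Fmod was 0.012 with the gene length and GC correction and 0.0040 with the block added, and Plau was 0.15 with limma-voom, 0.021 with the block and 0.022 with the block and that correction. When one mouse was left out, the interaction ran from -0.12 to 0.034 for Fmod, -0.37 to 0.0086 for Adamts1, -0.14 to 0.21 for Plau, -1.34 to 0.85 for Cdkn2a (-0.82 with all mice) and -0.0094 to 0.084 for Trp53, and the sham log2 fold change of Cdkn2b from -0.38 to 0.11. Apart from the fits that left out a mouse, other values for single genes and gene sets also changed side of the threshold: 37 weaker, 19 stronger. Some of these changes go with a shift of all genes. With total counts only, the median of all tested genes between D + Q and vehicle MOV muscle went from 0.0020 to 0.056, about as far as Cdkn1a and Trp53 moved. The gene length and GC correction also centres each mouse on the mean of its genes, and it moved the median of all tested genes between MOV and sham from -0.016 to -0.25 with vehicle and from 0.023 to -0.26 with D + Q, close to the move of Cryab and less than that of Lmnb1. The lower share of rises after this correction is in the direction of that shift. Genes without a position were not corrected. The cause was not tested for the other changes.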

Differences from the paper's values

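The paper's number of differentially expressed genes between D + Q and vehicle MOV muscle is approximately 2000, and edgeR's quasi-likelihood test gave 0 at an adjusted p under 0.05, with 1340 at an unadjusted p under 0.05. The paper's methods give an FDR under 0.05, and the legend of Fig. 6 gives p < 0.05 without naming an adjustment. Fig. 6a has unadjusted p-values on its axis, with its line near 0.05. In figures read by eye, the paper shows about 58 lower TCA cycle and electron transport genes and 37 higher extracellular matrix organization genes. At an unadjusted p under 0.05 edgeR gave 45 and 38, while the collagen degradation counts differed. DESeq2's 11 genes at an adjusted p are fewer than either count. For these pathways the values argue against an adjusted threshold, though which threshold gave approximately 2000 was not settled. None of the alternatives set before the data were examined closed the gap at the adjusted threshold: DESeq2, the paper's tool, gave 11, the replicate block 2, the block with gene length and GC correction 1, leaving out a mouse 0 to 2, and the others 0. DESeq2 with all 20 mice and no filter, chosen after seeing the values, gave 12. At an unadjusted p under 0.05, the main count and 9 of the other fits with all replicates were within 1.5 times the paper's number: 1501 with DESeq2, 1814 with no filter, 1763 with limma-voom and sample quality weights, 1636 with all 20 mice, 1534 with a minimum in at least 1 sample, 1468 and 1428 with the block, 1358 with RLE factors, and 1845 with DESeq2, all 20 mice and no filter, chosen after seeing the values. The counts with total counts only (1133), the minimum in every sample (1261) and the gene length and GC correction (1318) were not. Nor was the count with the minimum fold change marked in Fig. 6a (608).

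The paper's text counts 7 upregulated ADAMTS members without listing them, and 3 were higher here at an unadjusted p under 0.05. DESeq2 and limma-voom with sample quality weights gave 6 each, DESeq2 with all 20 mice and no filter, chosen after seeing the values, gave 5, and the fit without vehicle MOV replicate 4 gave 7. The other alternatives gave 2 to 4.

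For collagen degradation, the paper shows about 6 higher genes in Supplemental Fig. 3b, read by eye, and 17 were higher here at an unadjusted p under 0.05 among 47 tested. None of the alternatives set before the data were examined closed the gap, with counts from 10 to 23.

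The paper lists Adamts1 and Plau as higher with D + Q. Their means were higher here, with exact permutation p of 0.111 and 0.103. The paper lists all 8 named genes among its differentially expressed genes, and here all 8 had an adjusted p above 0.05 in edgeR. At an unadjusted p under 0.05 in edgeR, 6 of the 8 passed: Ddit4 (0.00614), Cryab (0.0179), Fmod (0.000286), Dcn (0.0135), Igf1 (0.0299) and Mmp14 (0.0310). With DESeq2, Fmod had an adjusted p of 0.0275, and with DESeq2, all 20 mice and no filter, chosen after seeing the values, 0.0258. The paper reports no change in inflammatory pathways, and the list of SASP and inflammation genes was higher here by camera in limma (median log2 fold change 0.18, adjusted p = 0.0106) and not by the tests that estimate the correlation between genes. Its genes higher at an unadjusted p under 0.05 were Timp2, Mmp3, Igfbp3 and Igfbp5, and Ccl5 was lower. The list is therefore not a measure of inflammatory pathways alone. By camera in limma, the Reactome cytokine signaling set had an adjusted p of 0.164 and the chemokine receptor set 0.0443.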

Other observations

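The tests of explanations for the gene sets, with the marker lists, were chosen only after the set changes were seen, the marker means per mouse only after the markers' camera results, the shared direction only after the sham and MOV comparisons, and the Rn18s test in MOV muscle only after the shares.

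A result of the comparison of D + Q with vehicle MOV muscle was set against other divisions of the same mice into groups of 5. Of the 16 divisions that part all same-numbered pairs, 2 gave at least 1340 genes at an unadjusted p under 0.05, 4 at least 3 ADAMTS members in one direction, 2 at least 125 pathways in one direction and 6 at least 50. The last count sets the direction with fewer pathways against the larger direction of the other divisions. Between the directions with fewer pathways, a comparison chosen after the results were seen, 4 gave at least 50. For the medians, 1 of the 16 was as far from 0 for the TCA cycle and respiratory electron transport, 1 for mitochondrial translation elongation, 2 for extracellular matrix organization, 2 for collagen degradation, 2 for the Reactome SASP pathway and 6 for the SASP and inflammation list, the real division included in each. A set of 16 cannot give a share under 0.05, so this comparison could not have settled whether these results are a chance division of the mice, and that explanation stays open. Over all 100 divisions drawn, which also include 84 that part fewer pairs, as large a result came from 16 for genes, 26 for ADAMTS members, 7 for pathways in the larger direction, 17 for pathways in the direction with fewer, 5, 2, 15 and 6 for the first 4 medians, 32 for the Reactome SASP pathway and 34 for the list. One division gave 3066 genes at an unadjusted p under 0.05, more than the treatment did.

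Lower TCA cycle and electron transport genes in D + Q MOV muscle were tested against 2 other explanations. After correction for gene length and GC content the median log2 fold change of the pathway was -0.169 (adjusted p = 8.06e-16 from camera in limma). Without the correction it was -0.15 (adjusted p = 7.74e-20 from camera in limma). The correction also centres each mouse, and it lowered the extracellular matrix organization median from 0.16 to 0.129. The medians before and after the correction are therefore not directly comparable. The correction did act elsewhere, since 1061 of the 1340 genes at an unadjusted p under 0.05 kept that p. For the 121 genes of this pathway, the camera result after the correction argues against gene length and GC content, as corrected here, as the whole explanation. With the MOV response score of each mouse as a covariate the median was -0.102 (adjusted p = 1.47e-11 from camera in limma), so a further advance along the MOV response did not account for all of it. For extracellular matrix organization the corresponding medians were 0.129 (adjusted p = 5.43e-10) and 0.0702 (adjusted p = 7.81e-05), both from camera in limma. These tests share camera's fixed inter-gene correlation, under which other divisions of the mice also gave many pathways.

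A candidate explanation of the higher extracellular matrix genes is a larger share of fibroblasts or macrophages in D + Q MOV muscle. Fibroblast markers outside the pathway (7 genes) had a median log2 fold change of 0.264 (camera p = 0.000728; two-sided exact permutation test of the means per mouse, p = 0.111), M2-like macrophage markers (8 genes) of 0.364 (camera p = 0.000663; exact permutation p = 0.119) and macrophage markers (12 genes) of 0.236 (camera p = 0.00211; exact permutation p = 0.262). Adjusted over 8 comparisons the permutation p-values were 0.254, 0.254 and 0.419, so the means per mouse did not separate the groups. The mean of the M2-like markers was 4.23 ± 0.0966 (SD, n = 5) with D + Q and 3.73 ± 0.646 (SD, n = 5) with vehicle, and the spread between vehicle MOV mice was the larger. The hypothesis remains open, since the 2 kinds of test differ.

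The direction of the D + Q difference may be shared between sham and MOV muscle, which come from different mice. The time since the last gavage may also differ between them, since the deposited description gives the second gavage of sham mice as day 14. Across 15700 genes, the log2 differences between D + Q and vehicle in the 2 surgeries had Pearson r = 0.15 and Spearman rho = 0.20. Genes are not independent replicates, so the labels of the mice were permuted within each surgery in all 63504 ways (two-sided exact permutation p = 0.0447 for r and 0.0291 for rho). After correction for gene length and GC content r was 0.152 (exact permutation p = 0.0418). The correction removed a small part of the differences (SD of 0.0277 of 0.248 in MOV and 0.0357 of 0.283 in sham), and this part was not correlated between the surgeries (r = 0.000291). Of the 30 genes called in sham muscle, 27 had the same direction in MOV muscle, and 0.115 of the 252 relabelings of the MOV mice gave at least as many. A batch that followed the treatment would give the same pattern, and the labels name none, so it cannot be told apart from this explanation. The gene sets had the same directions in sham muscle, with medians of -0.10 for the TCA cycle and respiratory electron transport, -0.096 for mitochondrial translation elongation, 0.22 for extracellular matrix organization and 0.39 for collagen degradation (adjusted p of 6.41e-08, 3.05e-09, 4.54e-13 and 3.05e-09 from camera in limma). With each sham mouse left out in turn, these medians ran from -0.14 to -0.044, -0.12 to -0.058, 0.18 to 0.27 and 0.32 to 0.43. The means per sham mouse gave two-sided exact permutation p of 0.214, 0.0238, 0.0159 and 0.0238 (0.222, 0.0357, 0.0357 and 0.0357 adjusted over 6 gene sets), so the TCA cycle and respiratory electron transport genes did not separate the sham groups. The Reactome SASP mean was 4.32 ± 0.0170 in D + Q sham and 4.28 ± 0.0211 in vehicle sham mice (SD, n = 5 each), with every D + Q mouse above every vehicle mouse (exact permutation p = 0.00794, or 0.0357 adjusted), while camera gave a median of 0.033 (adjusted p = 0.511 in limma). The SASP and inflammation list had a sham median of 0.21 (23 genes, adjusted p = 0.0182 from camera in limma). Its means per sham mouse did not separate the groups (two-sided exact permutation test, p = 0.222). The interaction of D + Q and MOV had an adjusted p of 0.0978 or more in camera for all 6 gene sets, so a difference in these responses between sham and MOV muscle was not shown. Mmp14 was higher with D + Q in sham muscle by 0.71 on the log2 scale (adjusted p = 0.0177 from edgeR), and its interaction was -0.31 (adjusted p = 0.919 from edgeR). The interactions of the other genes the paper names were -0.21 (Ddit4), -0.80 (Cryab), -0.026 (Fmod), 0.10 (Dcn), 0.13 (Igf1), -0.17 (Adamts1) and -0.014 (Plau), with an adjusted p of 0.855 or more from edgeR.

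In sham muscle, the other genes the paper names had log2 fold changes between D + Q and vehicle of -0.24 (Ddit4), -0.23 (Cryab), 0.46 (Fmod), 0.31 (Dcn), 0.28 (Igf1), 0.59 (Adamts1) and 0.37 (Plau), with adjusted p of 0.0564 or more from edgeR. The senescence markers tested had 0.18 (Cdkn1a), -0.18 (Lmnb1), 0.59 (Glb1), -0.059 (Trp53) and -0.19 (Cdkn2b), with adjusted p of 0.425 or more from edgeR. MOV raised Ddit4 by 1.22 on the log2 scale with vehicle and 1.04 with D + Q (adjusted p of 8.01e-06 and 0.00312 from edgeR). The changes with MOV were 1.66 and 1.67 for Fmod, 0.95 and 1.08 for Dcn, 2.90 and 3.06 for Igf1, 3.63 and 3.35 for Mmp14 and 0.85 and 0.86 for Plau, with adjusted p of 0.00642 or less from edgeR. For Cryab they were 0.94 and 0.17 (adjusted p of 0.0579 and 0.145 from edgeR) and for Adamts1 0.48 and 0.35 (adjusted p of 0.0401 and 0.164 from edgeR).

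MOV raised Cdkn1a from 16.9 ± 3.12 CPM (SD, n = 5) in vehicle sham to 55.9 ± 7.47 CPM (SD, n = 5) in vehicle MOV mice, with TMM factors of that comparison, a log2 fold change of 1.73 (adjusted p = 5.01e-08 from edgeR), and by 1.53 on the log2 scale with D + Q (adjusted p = 7.86e-05 from edgeR). The interaction was -0.24 (adjusted p = 0.945 from edgeR), so a smaller rise with D + Q was not detected in whole-muscle RNA. Glb1 rose by 2.49 and 2.04 on the log2 scale with vehicle and D + Q (adjusted p of 3.56e-08 and 1.67e-08 from edgeR). The annotated Glb1 locus overlaps Tmppe on the same strand. Trp53 rose by 0.38 and 0.46 and Cdkn2b by 1.08 and 1.57 (adjusted p of 0.00249, 5.83e-05, 0.0110 and 4.26e-05 from edgeR), and Lmnb1 changed by 0.091 and 0.39 (adjusted p of 0.565 and 0.00266 from edgeR). Cdkn2a, tested with D + Q alone, rose by 4.72 (adjusted p = 3.53e-05 from edgeR) from 0.0580 ± 0.105 CPM (SD, n = 5) in D + Q sham mice. The interactions of Lmnb1, Cdkn2a, Glb1, Trp53 and Cdkn2b were 0.26, -0.82, -0.48, 0.037 and 0.46, with adjusted p of 0.855 or more from edgeR.

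The MOV response score, from 3626 genes, was 1.69 ± 0.143 (SD, n = 5) in D + Q MOV, 1.55 ± 0.236 (SD, n = 5) in vehicle MOV, -0.14 ± 0.100 (SD, n = 5) in D + Q sham and -0.27 ± 0.103 (SD, n = 5) in vehicle sham mice. It did not differ between D + Q and vehicle in MOV muscle (two-sided exact permutation test, p = 0.294). Rn18s took 1.21% ± 0.277 (SD, n = 5) of the counts in D + Q MOV and 0.806% ± 0.125 (SD, n = 5) in vehicle MOV mice, with every D + Q mouse above every vehicle mouse (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). This comparison was made after the shares were seen, and no explanation of it was tested.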
